# ER, Mitochondria, and ISR Regulation by mt‐HSP70 and ATF5 upon Procollagen Misfolding in Osteoblasts

**DOI:** 10.1002/advs.202201273

**Published:** 2022-08-21

**Authors:** Laura Gorrell, Elena Makareeva, Shakib Omari, Satoru Otsuru, Sergey Leikin

**Keywords:** ATF5, cell stress, collagen, osteoblast, osteogenesis imperfecta, HSPA9/mt‐Hsp70/GRP75

## Abstract

Cellular response to protein misfolding underlies multiple diseases. Collagens are the most abundant vertebrate proteins, yet little is known about cellular response to misfolding of their procollagen precursors. Osteoblasts (OBs)—the cells that make bone—produce so much procollagen that it accounts for up to 40% of mRNAs in the cell, which is why bone bears the brunt of mutations causing procollagen misfolding in osteogenesis imperfecta (OI). The present study of a G610C mouse model of OI by multiple transcriptomic techniques provides first solid clues to how OBs respond to misfolded procollagen accumulation in the endoplasmic reticulum (ER) and how this response affects OB function. Surprisingly, misfolded procollagen escapes the quality control in the ER lumen and indirectly triggers the integrated stress response (ISR) through other cell compartments. In G610C OBs, the ISR is regulated by mitochondrial HSP70 (mt‐HSP70) and ATF5 instead of their BIP and ATF4 paralogues, which normally activate and regulate ISR to secretory protein misfolding in the ER. The involvement of mt‐HSP70 and ATF5 together with other transcriptomic findings suggest that mitochondria might initiate the ISR upon disruption of ER‐mitochondria connections or might respond to the ISR activated by a yet unknown sensor.

## 1 Introduction

Cellular malfunction caused by disruptions in protein homeostasis underlies numerous protein misfolding diseases (proteinopathies), which range from rare heritable developmental disorders in children to age‐related diseases.^[^ ^1^ ^]^ Collagenopathies caused by misfolding of collagen precursors (procollagens) in the endoplasmic reticulum (ER) are particularly puzzling and important.^[^ ^2^ ^]^ Collagens are by far the most abundant structural proteins in all vertebrates. Procollagen misfolding leads to heritable skeletal dysplasias and muscular dystrophy and likely contributes to fibrosis, arthritis, osteoporosis, and other common ailments.^[^ ^2^ ^]^ Like all secretory proteins, procollagens are folded in the ER before they are trafficked through Golgi and exported from the cell. ER disruption by their misfolding and its consequences for the cellular function are potential treatment targets for normalizing collagen homeostasis and reducing cellular malfunction, yet the molecular pathways involved in this disruption are poorly understood.

The best studied cellular response to ER disruption by misfolded secretory proteins (ER stress) is an unfolded protein response usually referred to as UPR.^[^ ^3^ ^]^ Hereafter, we refer to it as ER‐UPR to distinguish it from a distinct mitochondrial UPR (mt‐UPR).^[^ ^4^ ^]^ In ER‐UPR, misfolded protein accumulation in the ER lumen is detected by BIP/GRP78 and other luminal chaperones, activating stress receptors IRE1, ATF6, and/or PERK in the ER membrane and multiple cellular adaptation pathways downstream of these receptors. The cell then attempts to rescue ER homeostasis through ER associated proteasomal degradation (ERAD) of some misfolded proteins, delivery of other misfolded proteins to lysosomes (autophagy), upregulation of ER lumen chaperones, and suppression of secretory protein synthesis.

BIP encoded by the *HSPA5* gene is an HSP70 family chaperone in the ER lumen (ER‐HSP70) and a master regulator of ER‐UPR with multiple proposed functions.^[^ ^3^ ^]^ The two functions of BIP most relevant for the present study are: a) BIP promotes protein folding by binding to exposed hydrophobic surfaces on unfolded/misfolded chains. b) It prevents activation of IRE1, ATF6, and PERK by binding to them. Sequestration of BIP by accumulating misfolded proteins releases it from these receptors and activates them. Upregulation of BIP and recovery of ER homeostasis allows it to return to the ER‐UPR receptors and silence them.

Suppression of the secretory protein synthesis downstream of ER‐UPR is regulated by the integrated stress response (ISR).^[^ ^5^ ^]^ The ISR is characterized by EIF2*α* phosphorylation, which downregulates translation of most proteins yet upregulates translation of ATF4. The transcription factor ATF4 upregulates *HSPA5* downstream of the ER‐UPR and many ISR genes, including *EIF4EBP1*.^[^ ^6^ ^]^ EIF4E binding protein 1 encoded by *EIF4EBP1* inhibits formation of the EIF4F translation initiation complex, further reducing translation of secretory proteins and helping to restore ER homeostasis.^[^ ^7^ ^]^ ATF4 both regulates transcription and is transcriptionally regulated by CHOP, which is a cell survival/apoptosis factor encoded by *DDIT3*. In the ER‐UPR, EIF2*α* is phosphorylated by the PKR‐like ER kinase PERK. However, in other ISR branches, EIF2*α* may be phosphorylated by three other EIF2*α* kinases, PKR, GCN2, or HRI.^[^ ^5^ ^]^

Misfolding of secretory proteins may also disrupt the ER and cause cellular malfunction without ER‐UPR. For instance, misfolding and polymerization of *α*1‐antitrypsin Z variant (ATZ) in hepatocytes is not recognized by BIP and does not activate ER‐UPR, although it sensitizes the cells to ER‐UPR.^[^ ^8^ ^]^ Instead, “ER overload” response to ATZ activates NF*κ*B signaling, which also occurs upon misfolding of mutant CFTR protein causing cystic fibrosis and upon accumulation of some viral proteins in the ER.^[^ ^9^ ^]^ Nonetheless, ER‐UPR is activated by other *α*1‐antitrypsin mutations,^[^ ^10^ ^]^ ATZ in peripheral blood monocytes,^[^ ^11^ ^]^ and other viral proteins.^[^ ^12^ ^]^ ER‐UPR and ER overload appear to be distinct responses to ER disruption, which may operate separately or together depending on the protein, its misfolded conformation, and the cell type.^[^ ^8a^ ^]^

Triple helix misfolding in type I procollagen may trigger yet another type of cellular response, lacking the characteristic ER‐UPR and ER overload features.^[^ ^13^ ^]^ Type I is the most common collagen (collagen I), which forms the structural scaffold of bone, skin, and other tissues.^[^ ^14^ ^]^ Its procollagen precursor is a heterotrimer of two pro*α*1(I) and one pro*α*2(I) chains encoded by *COL1A1* and *COL1A2* genes. The chains fold together into a 300‐nm‐long triple helix bounded by N‐ and C‐terminal propeptides, which are cleaved upon secretion from cells and prior to assembly of mature collagen into extracellular matrix (ECM) fibers. Procollagen folding requires a Gly in every third position of the triple helix and presents a major challenge for cells.^[^ ^15^ ^]^ A substitution of just one out of 1014 obligatory Gly‐s in human collagen I causes osteogenesis imperfecta (OI) characterized by bone fragility and skeletal deformities.^[^ ^16^ ^]^ Gly substitutions in collagen I are responsible for over 80% of severe OI cases. Misfolded procollagen with Gly substitutions accumulates in and disrupts the ER of collagen‐producing cells. The resulting malfunction of osteoblasts (OBs)—cells that produce massive amounts of collagen I to make bone—is a major factor in bone pathology.^[^ ^13^, ^17^ ^]^ Understanding how OBs respond to the ER disruption by misfolded procollagen is important for identifying new therapeutic approaches to OI and potentially even common, age‐related osteoporosis.^[^ ^15^ ^]^

Triple helix misfolding in collagen I caused by Gly substitutions was found to occur without sequestering BIP (probably because this misfolding does not expose hydrophobic surfaces).^[^ ^18^ ^]^ Consistently, no BIP upregulation or other evidence of the ER‐UPR was found in vivo and in cultured OBs from a G610C mouse model of OI with a Gly610 to Cys substitution in the triple helical region of pro*α*2(I).^[^ ^13^ ^]^ The G610C mutation causes ER disruption and ISR in OBs without ER‐UPR like ATZ in hepatocytes, yet it also causes ER‐UPR in hypertrophic chondrocytes (such as ATZ in monocytes).^[^ ^19^ ^]^ The ISR without ER‐UPR in OBs and with ER‐UPR in hypetrophic chondrocytes were observed even in adjacent cells within the same tissue section.^[^ ^20^ ^]^ While consistent NF*κ*B signaling activation was not detected in G610C OBs, the ATZ‐like cellular response could not be excluded.^[^ ^13^ ^]^ Similarly, no upregulation of BIP and activation of IRE1 and ATF6 was observed in cultured fibroblasts from some OI patients yet such evidence of ER‐UPR was observed in fibroblasts from other patients (akin to ER‐UPR in response to ER disruption by some but not all viral proteins).^[^ ^21^ ^]^ Together, all these observations may indicate both that (a) the ER‐UPR may not be the only pathway of the cellular response to ER disruption by secretory protein misfolding and (b) the ER overload may not be the only alternative to the ER‐UPR.

The latter intriguing possibility and other previous findings in the G610C mouse model stimulated the present analysis of pathways involved in ISR activation in G610C OBs. The G610C mouse mimics a moderately severe mutation found in a large group of OI patients.^[^ ^22^ ^]^ It has become a widely studied animal model of OI.^[^ ^23^ ^]^ Heterozygous (Het) G610C mutation leads to variable bone deformities and occasional (although not common) long bone fractures upon normal daily activities. The deformities and fractures are caused primarily by type I procollagen misfolding in the ER of OBs and resulting OB malfunction.^[^ ^13^, ^24^ ^]^ Homozygous (Hom) mutation causes severe in utero bone deformities and fractures, and Hom animals die at birth.^[^ ^13^, ^22^ ^]^ ER disruption by misfolded procollagen and resulting ISR not accompanied by ER‐UPR were demonstrated both in vivo and in cultured OBs.^[^ ^13^ ^]^ An unexpected pathway of quality control and autophagy of misfolded procollagen was established by live cell imaging.^[^ ^25^ ^]^ However, the pathway of ISR activation remained completely unclear.

The goal of the present study was therefore to answer the following mechanistic questions. First, is ISR activation pathway in G610C OBs different from both ER‐UPR and ER overload? Second, what are the key regulators and transducers of this pathway? To answer these questions, we performed single cell RNA sequencing (scRNASeq) and identified potential markers of this pathway by correlating the cellular response with increasing *Col1a1* transcription in OBs. Since cell isolation for scRNASeq from mouse bones could affect mRNA, we followed up with in situ transcriptomic analysis of fresh‐frozen bone sections with ≈100 µm spatial resolution (srRNASeq) and fluorescent in situ mRNA hybridization (mRNA‐FISH) in fixed bone sections with a single cell resolution. After confirming the cellular response markers, we demonstrated the same response in cultured primary parietal bone OBs by bulk RNASeq and used cultured cells for examining key regulators of this response at the protein level (Figure S1, Supporting Information).

These experiments reveal a consistent picture of robust ISR marked by upregulation of *Hspa9* and *Atf5* (paralogues of *Hspa5* and *Atf4*) yet not accompanied by canonical ER‐UPR, ER overload, or mt‐UPR (in which *Hspa9* and *Atf5* have been implicated^[^ ^26^ ^]^). Taking together the previously published and present evidence, we hypothesize how the ISR might be activated in G610C OBs, and lay the ground for testing our hypotheses in subsequent studies.

## 2 Results

### 2.1 Osteoblast Transcriptome Analysis by scRNASeq

For scRNASeq analysis of G610C mouse OBs, we selected embryonic femurs and tibias ≈18.5 days post conception (E18.5) and parietal bones from pups 4–5 days after birth (hereafter denoted as P5). Small size of mineralized spicules and high porosity of these bones reduced the time needed for isolating single cell suspensions to below 30 min, minimizing mRNA degradation and synthesis during the isolation procedure. To study transcripts of genes involved in cellular response to stress, which may be rapidly made and degraded, we could not use longer isolation procedures reported before.^[^ ^27^ ^]^ We observed no noticeable effects of tissue and cell storage on ice before and after the 30 min isolation for up to ≈4 h when processing multiple samples in different experiments. E18.5 tissue analysis was required to examine effects of Hom G610C in addition to Het G610C, since Hom pups die at birth.^[^ ^13^ ^]^

We identified OBs based on expression of *Col1a1*, *Runx2*, S*p7*, and *Ibsp* rather than by unsupervised clustering since we did not need to characterize the entire population of isolated cells (**Figure** **1**A). The unsupervised clustering is useful for identifying groups of cells that are not known a priori, but its multiple challenges and ad hoc approximations make it less well‐suited for isolating subsets of cells for which mRNA markers are well‐known.^[^ ^28^ ^]^ Indeed, in unsupervised cell clustering, we observed multiple non‐osteoblastic cells within UMAP or tSNE OB clusters and multiple OBs outside these clusters (Figure S2A, Supporting Information). We validated our more direct approach by mRNA‐FISH of E18.5 femur sections. We confirmed that OBs were distinctly marked by co‐expression of *Col1a1* and *Sp7* or co‐expression *Col1a1* and *Ibsp* even without *Runx2*‐based selection (Figure 1B). We tuned the values of the OB selection thresholds based on the efficiency of excluding cells expressing fibroblast (*Clec3b*), endothelial (*Pecam1*), chondrocyte (*Acan*), smooth muscle (*Acta2*), macrophage (*Cd68*), and neutrophil/macrophage (*Cd33*) marker genes (Figure S2B, Supporting Information).

**Figure 1:**
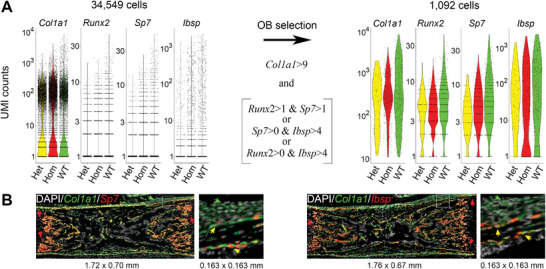
Osteoblast selection in single cell RNA sequencing (scRNASeq) based on marker genes. A) Left: individual mRNA counts based on unique molecular identifiers (UMI) for *Col1a1*, *Runx2*, *Sp7*, and *Ibsp* in cell isolates from femurs and tibias of E18.5 embryos (3 Hom, 511 osteoblasts (OBs); 3 Het, 96 OBs; 4 WT), 485 OBs). Right: UMIs in OBs selected based on the indicated threshold values (optimized as described in Experimental Section). *Runx2* and *Sp7* transcripts are not detected by scRNASeq in some OBs expressing these genes because of their relatively low abundance. *Ibsp* is also not detected in some OBs because of its highly variable expression dependent on OB differentiation. B) Validation of OB marker gene selection by mRNA‐FISH in 5 µm paraffin sections of E18.5 femurs. Co‐expression of *Col1a1* and *Sp7* and/or *Col1a1* and *Ibsp* is observed in all OBs (bone surface cells producing collagen I) and no other cells. White boxes indicate zoomed areas. Yellow arrows point to osteoblasts expressing *Col1a1* and Sp7 (left) or *Col1a1* and *Ibsp* (right). Green arrows point to periosteal fibroblasts expressing only *Col1a1*. Red arrows point to chondrocytes expressing only *Sp7* or *Ibsp*.

### 2.2 Cell Stress and OB Malfunction

To examine how the G610C mutation affected OB differentiation and function, we further subdivided OBs into subpopulations with low, mid‐range, and high expression of *Col1a1*. In wild type (WT) E18.5 long bones, these subpopulations could be separated based on distinct peaks in the *Col1a1* expression histogram (**Figure** **2**A, top panel). Expression of OB differentiation markers suggested that these subpopulations represented early (eOBs), differentiating (dOBs), and mature OBs (mOBs), respectively (Figure 2B). The same subpopulations appeared to be present in Het and Hom E18.5 OBs as well as in WT and Het P5 OBs, although histograms of P5 OBs had additional structure (Figure 2A,B). Importantly, the fraction of mOBs was reduced in Het and further reduced in Hom animals, indicating deficient OB maturation (Figure 2A,B) consistent with our earlier findings.^[^ ^13^ ^]^

**Figure 2:**
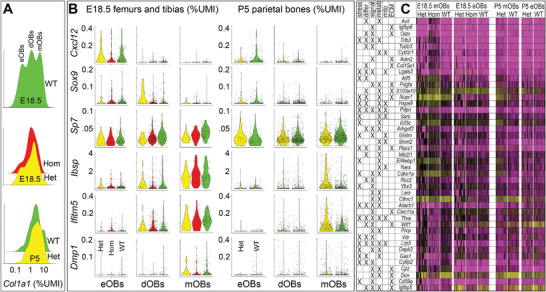
Transcriptomic signatures of osteoblasts (OB) differentiation and function. A) Histograms of *Col1a1* expression in E18.5 long bones (top 2 panels) and P5 parietal bones (bottom panel). Hereafter mRNA expression is reported as percent of the total transcripts in the cell (%UMI). Based on distinct peaks in the *Col1a1* histogram fromWT E18.5 bones, we separated three subpopulations of OBs with *Col1a1* < 0.75%UMI, 0.75 ≤ *Col1a1*≤3.5%UMI, and *Col1a1* > 3.5%UMI in all genotypes and tissues. B) Expression of osteoblast differentiation markers. Based on relative expression of *Cxcl12*, *Sox9*, *Sp7*, *Ibsp*, *Ifitm5*, and *Dmp1*, we classified the first subpopulation as early (eOBs), the second one as differentiating (dOBs), and the third one as mature (mOBs) osteoblasts. C) Heat maps of genes significantly affected by the G610C mutation in mOBs from both E18.5 long bones (Figure 1) and P5 parietal bones (4 Het, 954 OBs; 4 WT, 1521 OBs). The color change from magenta to black to yellow corresponds to increasing gene expression. All genes satisfying the following criteria are shown: i) statistically significant effect of the mutation both in Hom E18.5 mOBs and Het P5 mOBs (*p* < 0.05, Wilcoxon test with Bonferroni correction); ii) at least twofold change in Hom versus WT E18.5 mOBs; iii) reproducible effect of the mutation in two independent experiments with P5 OBs; and iv) involvement of the gene in at least two processes essential for OB function (marked by X). The following essential processes annotated in the Gene Ontology (GO) database were chosen for the analysis: cell death, stress, transcription, translation (stress); cell differentiation (differ); cell signaling (signal); metabolism (metab); mitochondrial function (mito); and extracellular matrix (ECM) synthesis/function (ECM). Cautionary notes: a) The Bonferroni correction for multiple comparisons may prevent detection of some genes affected by the mutation (particularly when low expression limits accurate mRNA quantification by scRNASeq). b) While useful for initial bioinformatic analysis, GO annotations may be misleading since they are incomplete and do not require validating experiments.

In addition to suppressed progression to mOBs, scRNASeq revealed clear evidence of significant changes in mOB function. In particular, we observed significant changes in the expression of genes regulating cell signaling (e.g., Wnt and IGF pathways crucial for OBs), cell cycle, migration, metabolism, and ECM synthesis (Figure 2C; Figure S3, Supporting Information). Most of these genes were affected in mOBs but not in eOBs, suggesting that they were responding to the increased synthesis of mutant collagen.

Over 20% of genes, we identified as significantly up‐ or downregulated both in E18.5 and P5 mOBs (>2‐fold in Hom versus WT) were previously annotated in the Gene Ontology (GO) database as involved in cell survival/death, transcription, and/or translation (Figure 2C). Among these were ISR regulators *Ddit3*, *Eif3c*, *Eif4ebp1*, *Nupr1*, and *Trib3* (Figure 2C, **Figure** **3**A; Figure S4, Supporting Information). *Eif4ebp1*, *Eif3c*, *Nupr1*, and *Trib3* were significantly upregulated in G610C mOBs from both E18.5 and P5 bones. *Ddit3* was also upregulated in all G610C mOBs, but this upregulation reached statistical significance only in Hom E18.5 mOBs. Low overall expression of *Ddit3* prevented conclusive statistical analysis of more subtle changes in Het mOBs.

**Figure 3:**
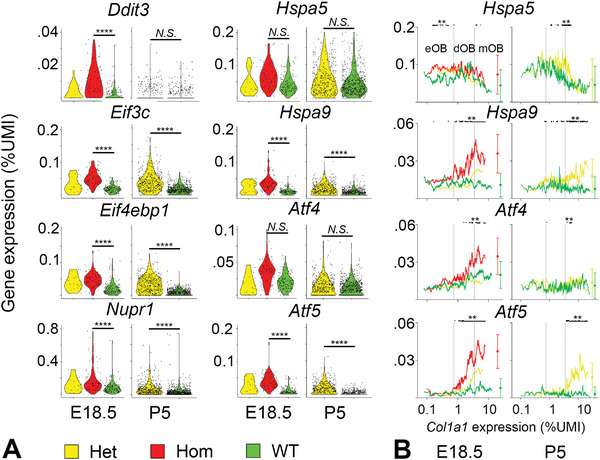
Expression of UPR and ISR genes. A) Violin plots of *Ddit3, Eif3c, Eif4ebp1, Nupr1, Hspa5, Hspa9, Atf4*, and *Atf5* expression in mature osteoblasts (mOBs). More than 20% change in gene expression with *p* < 0.05 (Wilcoxon test with Bonferroni correction) was considered significant. N.S. = not significant, ^****^ *p* < 0.0001. B) Dependence of *Hspa5*, *Hspa9*, *Atf4*, and *Atf5* expression on *Col1a1* transcription (running average over 20 cells sorted in the order of increasing *Col1a1*). Small black dots on top mark mRNA upregulation in Hom versus WT (E18.5) and Het versus WT (P5) with estimated significance of at least ^**^ *p* < 0.01. Circles with error bars show mean transcription in mOBs and mean value of the standard deviation for the running average across the full range of *Col1a1*.

The ISR was activated by upstream events other than the ER‐UPR or ER overload, consistent with our previous findings.^[^ ^13^ ^]^ We observed no upregulation of *Hspa5* either in Het E18.5 or Het P5 mOBs, in contrast to what would be expected in the ER‐UPR (Figure 3). In Hom E18.5 mOBs, *Hspa5* expression was higher than in Het or WT, but the difference was not significant after the Bonferroni correction (Figure 3A). In any case, this upregulation was unrelated to procollagen misfolding inside the cell since increased misfolding expected at high *Col1a1* transcription reduced both the differential and absolute expression of *Hspa5* (Figure 3B). We found no changes in mRNA of any other ER‐UPR genes in either E18.5 or P5 mOBs at high *Col1a1* transcription (Figure S4, Supporting Information). Although we observed altered expression of many genes involved in cell signaling, none of these genes were key regulators or targets of the NF*κ*B pathway reported to be involved in the ER overload (Figure 2C; Figure S3, Supporting Information).

Interestingly, *Creb3l1* was upregulated in Het P5 but not in more severely affected Hom E18.5 OBs (Figure S4, Supporting Information). This gene encodes an ATF6‐like ER membrane stress receptor regulating *Col1a1*,^[^ ^29^ ^]^ yet it does not appear to be essential for ISR activation (Figure S4, Supporting Information).

It is important to note that the canonical ISR transducer *Atf4* was slightly upregulated in Hom E18.5 versus WT E18.5 but not in Het E18.5 or Het P5 OBs (Figure 3A). However, *Atf4* may be directly involved in OB differentiation.^[^ ^30^ ^]^ OBs may thereby regulate *Atf4* expression differently from other cells, and interpretation of the observed small difference between Hom and WT cells may not be straightforward.

### 2.3 Upregulation of Hspa9 and Atf5

The best clue to a potential mechanism of this unusual cellular response was provided by an unexpected upregulation of *Hspa9* and *Atf5* transcription in Hom and Het OBs (Figure 3A,B). *Hspa9* and *Atf5* are paralogues of *Hspa5* and *Atf4*, respectively. An HSP70 family chaperone encoded by *Hspa9* (mt‐HSP70/GRP75) is a mitochondrial paralogue of BIP, which is synthesized in the cytosol and translocated to mitochondria, where it assists protein folding like BIP does in the ER.^[^ ^31^ ^]^ ATF5 and ATF4 proteins are believed to have overlapping functions in the ISR, although ATF5 has not been as extensively studied.^[^ ^5^ ^]^

We confirmed activation of mt‐HSP70 and ATF5 by examining the dependence of their transcription on that of *Col1a1* (Figure 3B). Upregulation of *Hspa9* and *Atf5* correlated with *Col1a1* transcription in Hom and Het OBs and occurred only above a threshold level of *Col1a1*. No change in *Hspa9* and *Atf5* mRNA was observed with increasing *Col1a1* transcription in WT OBs. The increases in *Hspa9* and *Atf5* were more pronounced in Hom compared to Het cells, also consistent with increased procollagen misfolding. In general, *Hspa9* and *Atf5* expression in different types of cells correlated with collagen‐specific chaperone *Serpinh1*/HSP47 (Figure S5, Supporting Information), suggesting the importance of mt‐HSP70 and ATF5 for collagen‐producing cells.

The evolutionary origin and similar function of mt‐HSP70 and ATF5 to the master regulators of the ER‐UPR and ISR suggested that we must understand their role, but the OB transcriptome did not match known pathways of cellular response to stress involving these proteins. Previously, *Hspa9* and *Atf5* were reported to be activated by misfolding of mitochondrial proteins.^[^ ^26^ ^]^ We observed changes in multiple genes encoding mitochondrial proteins or otherwise known to indicate mitochondrial distress (Figure 2C). At the same time, we did not observe other key features of the mt‐UPR such as upregulation of *Hspd1*, *Hspe1*, *Dnaja3*, *Clpp*, and *Lonp1* with increasing *Col1a1* (Figure S6, Supporting Information), even though LONP1 was reported as a chaperone partner of mt‐HSP70.^[^ ^32^ ^]^ Therefore, we examined whether the *Hspa9* and *Atf5* upregulation and other key transcriptomic changes we observed were a true response to procollagen misfolding rather than just an effect of cell isolation for scRNASeq on Hom and Het OBs. While the latter would still indicate altered cellular homeostasis in Hom and Het OBs, it could be unrelated to physiologically important cellular response pathways.

### 2.4 srRNASeq in Frozen Tissue Sections

First, we eliminated potential cell isolation effects by a transcriptomic analysis of OB‐enriched regions in fresh‐frozen sections from proximal tibia in 4.5‐week‐old Het and Wt pups (**Figure** **4**, preliminary analysis of the data was partially reported earlier^[^ ^20^ ^]^). For these experiments, the frozen sections were placed on special 10X Genomics Visium slides containing thousands of encoded oligonucleotides within each of thousands of 55 µm, regularly spaced round spots (Figure 4A). The oligonucleotides were selectively hybridized with the 3’ end of mRNA eluted upon tissue permeabilization, enabling scRNASeq‐like mRNA sequencing with individual spots replacing individual cells, to which we refer as srRNASeq. By selecting the spots enriched in OBs based on their localization relative to the trabecular bone and expression of OB marker genes, we were able to perform the same analysis as for scRNASeq, except for plotting gene expression versus *Col1a1*.

**Figure 4:**
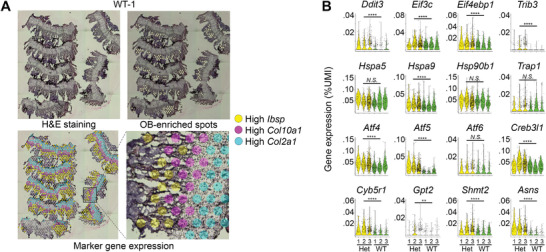
Transcriptomic analysis of osteoblast enriched spot in frozen tissue sections. A) Mapping of OB‐enriched spots for transcriptomic analysis based on marker gene expression. Top left: Frozen sections of growth plate and adjacent trabecular bone from proximal tibia of a wild type mouse (WT‐1 sample). Top right: Osteoblast‐enriched spots (yellow circles) selected for transcriptomic analysis based on above‐threshold expression of *Col1a1*, *Runx2*, *Sp7*, and *Ibsp* (similar to Figure 1) as well as below‐threshold expression of *Col2a1* (<0.15% UMI) and *Col10a1* (<0.03% UMI). Bottom left: Spots with high *Ibsp* (yellow), *Col10a1* (magenta), and *Col2a1* (cyan) expression. Bottom right: zoomed area of the left image illustrating *Ibsp* expression in trabecular area, *Col10a1* expression in the hypertrophic zone and adjacent structures, and *Col2a1* expression in the rest of the growth plate. B) Expression of ISR genes (top row), endoplasmic reticulum (ER) and mitochondrial HSP70 and HSP90 chaperones (second row), transcription factors regulating cellular response to stress (third row), and genes indicating mitochondrial distress (bottom row). Violin plots are shown for each of the 3 Het (yellow) and 3 WT (green) animals examined by srRNASeq. BIP encoded by *Hspa5* is ER‐HSP70, *Hspa9* encodes mt‐HSP70, *Hsp90b1* and *Trap1* encode ER‐HSP90 and mt‐HSP90, respectively. *Cyb5r1*, *Gpt2*, and *Shmt2* encode mitochondrial proteins. Asparagine synthase gene (*Asns*) is a known marker of mitochondrial stress response regulated by ATF4.^[^ ^33^ ^]^ More than 20% change in gene expression with *p* < 0.05 (Wilcoxon test) was considered significant. N.S. = not significant, ^**^ *p* < 0.01, ^****^ *p* < 0.0001.

Overall, we observed the same differential gene expression as in scRNASeq, including increased expression of ISR genes (*Ddit3*, *Eif3c*, *Eif4ebp1*, and Trib3), *Atf4*, *Hspa9*, *Atf5*, and genes indicating mitochondrial distress (Figure 4B). Like in scRNASeq, we observed no upregulation of *Hspa5* and other genes encoding ER‐UPR proteins such as ATF6, ER‐HSP90/GRP94, and mt‐HSP90/TRAP1 (Figure 4B). More than 50% of genes shown in the heatmaps in Figure 2C were detected as differentially expressed by srRNASeq as well. Because of its 55 µm diameter, each Visium slide spot could capture mRNA from up to ≈10 cells. The contribution from cells other than OBs could thereby dilute and confound less pronounced effects of the mutation. For instance, *Nupr1* upregulation in Het OBs consistent with scRNASeq was detected by srRNASeq, yet it failed to reach significance (probably because of such confounding effects). Nonetheless, we confirmed the key observations of ISR activation without the ER‐UPR, mitochondrial distress, and upregulation of *Atf5* and *Hspa9* in vivo by avoiding cell isolation. The lack of single cell resolution, however, prevented unambiguous attribution of these effects to OBs versus adjacent cells responding to OB signaling.

### 2.5 mRNA Visualization in Fixed Tissue Sections

Therefore, we next examined transcription of key ISR genes, *Hspa9*, and *Atf5* in paraffin embedded sections of tissues that were rapidly dissected and fixed to prevent mRNA degradation (**Figure** **5**). The mRNA transcripts were visualized with subcellular resolution by RNAScope mRNA‐FISH assay, which we optimized for bone. This assay involves amplification of the fluorescence signal, which allows mRNA imaging in tissues with high autofluorescence like bone yet precludes accurate mRNA quantification. To better distinguish differences in the expression levels, we thus compared WT and Hom E18.5 femurs.

**Figure 5:**
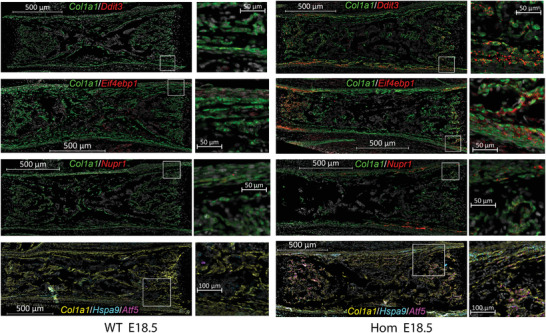
Visualization of *Ddit3*, *Eif4ebp1*, *Nupr1*, *Hspa9*, and *Atf5* mRNA in fixed, paraffin embedded sections of E18.5 femurs. Fluorescent in situ hybridization (FISH) of mRNA in WT and Hom tissue sections was performed at the same time, with the same reagents, and at identical conditions. The slides were imaged at identical fluorescence channel settings and digitally visualized with identical contrast enhancement to preserve relative fluorescence intensity. Cell nuclei labeled with DAPI are shown in grayscale. The other pseudo colors correspond to the gene symbol colors of the corresponding legends. Intense *Col1a1* labeling identifies OBs while weaker *Col1a1* labeling is observed in fibroblasts (mostly within periosteum). White boxes outline regions shown in zoomed panels.

Consistent with scRNASeq, mRNA‐FISH revealed increased expression of ISR genes, *Hspa9*, and *Atf5* in Hom OBs, which was particularly dramatic within regions of active bone formation adjacent to the growth plates (Figure 5). In mRNA‐FISH images, OBs are identified by intense *Col1a1* labeling as demonstrated in Figure 1B. Because of massive collagen synthesis, *Col1a1* FISH probes label almost entire OB cytoplasm and no autofluorescence background is visible. For much lower expression genes, FISH labeling is mostly punctate, because mRNA is localized at fewer foci. Much lower FISH signal intensity also means that some autofluorescence is visible, but it can be easily distinguished from the punctate FISH signal by its smeared appearance. In WT, most of *Hspa9* mRNA is localized in cells other than OBs. In Hom, the same non‐OB *Hspa9* mRNA is also visible, but much more *Hspa9* mRNA is observed in OBs. Although rigorous statistical analysis of the expression within this assay was impossible, mRNA‐FISH supported the sc‐ and sr‐RNASeq conclusions by showing dramatic upregulation of *Ddit3*, *Eif4ebp1*, *Nupr1*, *Hspa9*, and *Atf5* in most active OBs that were producing bone.

### 2.6 Analysis of Cultured OBs

Lastly, we analyzed effects of the G610C mutation on cultured primary OBs from parietal bones of 5‐day old pups, to evaluate whether the cellular response involving *Hspa9* and *Atf5* can be studied in primary cell culture and to examine this response at the protein level (**Figure** **6**). We started from transcriptomic analysis of OB cultures by RNASeq at 8, 14, and 21 days after seeding. 

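The cultures held primary OBs from parietal bones of wild type (WT) pups and of pups heterozygous (Het) for a glycine to cysteine substitution in the triple helical region of the procollagen α2(I) chain, which *Col1a2* encodes. Cells of several pups of one genotype were pooled before plating, so wells of one preparation share a pool of animals and are not independent animals. Polyadenylated RNA of each well was made into an Illumina TruSeq library, and 24 libraries were deposited, 4 per genotype at each of days 8, 14 and 21, numbered as replicates 1 to 4. Each holds the number of reads counted on each of 55335 genes, without normalization and without molecular identifiers. Alignment and quality control were done by a core facility, and the paper's text does not name the aligner, the counting tool, the genome build, the strand rule or the treatment of reads that match several genes. Ensembl identifiers with identical version numbers were found in GENCODE mouse release 21 for 54587 of the genes, and coordinates are given from that release (GRCm38).
The total per library at day 8 was 21193927 to 50317720 counts in WT (median 46457434) and 25825762 to 50829572 in Het (median 45507088). At day 14 it was 24549897 to 59734231 in WT (median 54572700) and 17140202 to 56219341 in Het (median 35578814), and at day 21 it was 24234653 to 54863705 in WT (median 47675413) and 23618848 to 53976393 in Het (median 52485210). The 6 libraries numbered replicate 1 had fewer counts (17140202 to 25825762) than the other 18 (28159342 to 59734231). Counts of every one of the 36 replicate pairs within a group differed by more than sampling noise (the smallest chi-square per degree of freedom was 5.14). This argues against a library deposited more than once, but it cannot tell separate wells from libraries that share a well. Each library was kept as a sample of its own. The paper describes a pair of experiments that differed in litters, plating density and oxygen during expansion, while the labels number the replicates without naming an experiment. The first of these experiments had a single well per genotype and time point. Replicate 1 was also the only one named in another style in every group. Replicate 1 could thus be a separate preparation of cells from other litters, which the labels do not state. It was treated as a candidate batch, and values within replicate 1 and within replicates 2 to 4 are given beside many of the pooled ones.
Following the paper, the relative quantity (RQ) of a gene was its count divided by the geometric mean count of *Actg1*, *Actb*, *Mrfap1* and *Sdha* in the same library. The ratio of the mean RQ in Het to that in WT was tested over days 14 and 21 with a two-sided exact permutation test (every regrouping of 8 and 8 libraries, smallest possible p = 0.000155). A marker counted as changed when its ratio was above 1.2 or below 0.8 and this exact p was under 0.05, after the paper's rule of a change of over 20%. Benjamini-Hochberg adjustment over the 27 mRNA markers of Figure 6 is given beside it. Across all genes that passed filterByExpr, edgeR's quasi-likelihood test was fitted to the counts with the same 4 genes setting the library scale. The days, the replicates included and the scaling were all choices that could move these numbers.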

The transcription of key genes discussed above at 21 days was similar to 14 days, indicating a steady state of collagen matrix synthesis (Table S1, Supporting Information). 

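With 8 libraries at day 21 set against 8 at day 14 over both genotypes, 3 of the 27 Figure 6 markers changed under the paper's rule, and 6 had an unadjusted permutation p under 0.05. *Hspd1* had a day 21 to day 14 ratio of mean RQ of 0.765 (two-sided exact permutation p = 0.000155, the smallest possible, 0.0042 after adjustment). *Hspa5* had a ratio of 0.782 (exact permutation p = 0.000932), and *Nupr1* one of 1.46 (exact permutation p = 0.0462, 0.20 after adjustment). *Hspa9* (ratio 0.864, exact permutation p = 0.348), *Atf5* (1.17, p = 0.287) and *Ddit3* (1.04, p = 0.888) were not called in this test, whose spread includes the difference between genotypes. Within a genotype and replicate number, *Hspa9* was lower at day 21 in 7 of 8 pairs and *Atf5* higher in 7 of 8 pairs. In WT alone, *Hspa9* had an RQ of 0.358 to 0.3902 at day 21 and 0.423 to 0.476 at day 14, without overlap. Swapping the days within these pairs gave an exact permutation p of 0.0312 for *Hspa9* and 0.0234 for *Atf5*, each with a ratio inside the paper's bar. The ratio of *Bglap* was the farthest from 1 at 2.02, but its libraries overlapped (exact permutation p = 0.0687). Swapping the days only within a genotype and replicate number, which pairs the libraries, gave 6 changed markers, *Bglap*, *Lrp5* and *Avil* among them, and 15 with an unadjusted permutation p under 0.05. WT alone gave 6 and Het alone gave 1, with 4 libraries against 4 (smallest possible exact p = 0.0286).
Across the transcriptome, 3820 of 19845 tested genes differed between the days at an adjusted p under 0.05 (edgeR's quasi-likelihood test with genotype as a covariate, Benjamini-Hochberg adjustment), 2643 of them higher at day 21 and 1177 lower. TMM scaling gave 2347 higher and 2013 lower, so the share of higher genes depends on the scale. Among genes with a mean of at least 50.0 counts whose days did not overlap, *Lyz1* rose most (log2 fold change 2.66, standard error 0.43, adjusted p = 0.000643 from the same edgeR test), followed by *F13a1* (2.08) and *Atp6v0d2* (2.08). *Igf2os* (−2.17), *Igf2* (−1.55, standard error 0.17, adjusted p = 4.41e-05 in edgeR) and *H19* (−1.41) were lower at day 21 in every library than in any at day 14.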

At 8 days, the cells just reached confluency and had significantly different transcriptome, e.g., 3–4 times less *Col1a1* mRNA. Consequently, the data from 14 and 21 days were combined and normalized based on expression of four housekeeping genes (*Actg1*, *Actb*, *Mrfap1*, and *Sdha*) selected and validated by scRNASeq as described in Supporting Information (where we also explain the reason behind selecting this approach).

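*Col1a1* (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042, plus strand) had a mean RQ of 32.9 ± 11.1 (SD, n = 8 libraries) at day 8 and 127.9 ± 28.7 (SD, n = 16) at days 14 and 21, a ratio of 3.88 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Within WT the ratio was 4.00 (36.2 ± 13.5, SD, n = 4, against 144.7 ± 28.3, SD, n = 8), and within Het it was 3.74 (29.7 ± 8.70, SD, n = 4, against 111.1 ± 17.7, SD, n = 8). Each genotype had an exact permutation p of 0.00202 (two-sided), the smallest that 8 libraries against 4 allow. Day 8 RQ was lowest in replicate 1, at 16.7 in WT and 17.6 in Het, against 29.4 to 46.3 in replicates 2 to 4. Replicates 2 to 4 alone gave a ratio of 3.56, and replicate 1 alone, a split examined after the values were seen, gave 6.05 without a test. Of the other scalings, division by the total count moved the ratio most, to 3.12.
Of 20287 genes tested, 11877 differed between day 8 and the later days at an adjusted p under 0.05 (edgeR's quasi-likelihood test averaged over genotypes, Benjamini-Hochberg adjustment), 8304 higher later and 3573 lower. The median over all genes was 0.15 on the log2 scale. Under TMM, which moved that median to 0.01, 6110 were higher and 6061 lower. *Sost* (log2 fold change 10.59, standard error 0.59, adjusted p = 3.3e-12 in edgeR), *Mepe* (9.57), *Cox8b* (8.23) and *Bglap* (7.54) rose most among genes with a mean of at least 50.0 counts whose libraries did not overlap. *Dynap* (−7.54, standard error 0.44, adjusted p = 5.9e-12 in edgeR) and *Serpinb2* (−5.62) fell most.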

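Relative to their own geometric mean at days 14 and 21, *Actg1* had an RQ of 2.08 ± 0.127 in WT and 2.10 ± 0.174 in Het (SD, n = 8 each), and *Actb* had 3.57 ± 0.0361 and 3.73 ± 0.179. *Mrfap1* had 0.395 ± 0.0365 in WT and 0.387 ± 0.0543 in Het, and *Sdha* had 0.344 ± 0.0250 and 0.335 ± 0.0232 (SD, n = 8 each). The RQ of these genes is constrained, since a rise of one lowers the others. Both actins have close paralogs and processed copies, among which the counting could have split reads. In CPM (counts scaled to a common library total), the geometric mean of the 4 genes was 544.2 to 629.2 at day 8 and 427.7 to 516.7 at days 14 and 21, so division by these genes and division by the total count differ between stages. When each of the 4 was left out in turn, 18 of the 27 markers changed without *Actg1*, 18 without *Actb*, 16 without *Mrfap1* and 17 without *Sdha*, against 17 with all of them.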

**Figure 6:**
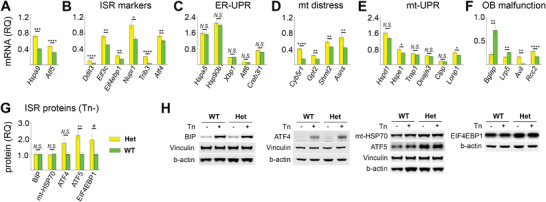
Relative quantity (RQ) of key pathway/function markers in cultured primary OBs. A‐F) RNASeq quantification of mRNA relative to geometric mean of housekeeping genes (*Actg1*, *Actb*, *Mrfap1*, and *Sdha*). G) Cell lysate protein quantification in Het relative to average WT values by Western blotting. H) Representative blots of the proteins and corresponding loading standards (each panel shows a separate blot). Short (3–5 h) treatment with 10 µg mL^−1^ tunicamycin (Tn) was used for validating effects of canonical, acute UPR on BIP and ATF4 (not expected to produce noticeable effects on mt‐HSP70, ATF5, and EIF4EBP1). A) *Hspa9* and *Atf5*. B) ISR genes. C) Endoplasmic reticulum (ER) UPR genes (*Hspa5*, *Hsp90b1*, *Xbp1*, *Atf6*) and *Creb3l1*. D) Markers of mitochondrial distress. E) Markers of mt‐UPR. F) Markers of cellular malfunction: *Bglap* – OB differentiation, *Lrp5* – Wnt signaling, *Avil* – cytoskeleton and cell motility, *Rcc2* – cell cycle. Error bars show standard error of the mean in six replicates (mRNA) and 6–12 replicates (protein). N.S. = not significant, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001. More than 20% (see Table S1, Supporting Information) changes in relative expression with *p* < 0.05 were considered statistically significant. Two‐tailed, heteroscedastic *t*‐test and Mann–Whitney *U*‐test produced consistent significance estimates for most markers, with the only exception of *p* = 0.03 in *t*‐test and *p* = 0.1 in *U*‐test indicated by # (EIF4EBP1 in G). For mRNA analysis, six wells per genotype were examined (3 at 14 and 3 at 21 days after seeding) from two separate cell preparations (two wells per genotype in the first and four wells per genotype in the second experiment). Similarly, six wells per genotype were examined by Western blotting in two separate cell preparations of three wells per genotype. The variation between the experiments was the same as between different wells within the same experiment. Technical variation between different Western blot lanes was comparable to or larger than the variation between different biological samples.

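The labels give 4 replicates per genotype and day, or 8 libraries per genotype at days 14 and 21, against the paper's 6 wells. Neither the labels nor the paper's text say which replicates the paper used, so all 8 were kept. With one replicate number left out at a time, which leaves 6 libraries per genotype (smallest possible exact permutation p = 0.00216), the number of changed markers was 18 without replicate 1, 15 without replicate 2, 16 without replicate 3 and 16 without replicate 4. Distances between replicates of one group were computed as the root mean square log2 difference over 19913 genes. The 18 pairs that include replicate 1 had distances of 0.87 to 1.11 (median 1.00), and the 18 pairs within replicates 2 to 4 had 0.38 to 0.69 (median 0.42), with no overlap. For the markers themselves at days 14 and 21, the distance to replicate 1 divided by that within replicates 2 to 4 had a median of 2.30 in WT and 2.14 in Het. It was over 2 for 15 markers in WT and 14 in Het.

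**Figure D1:**
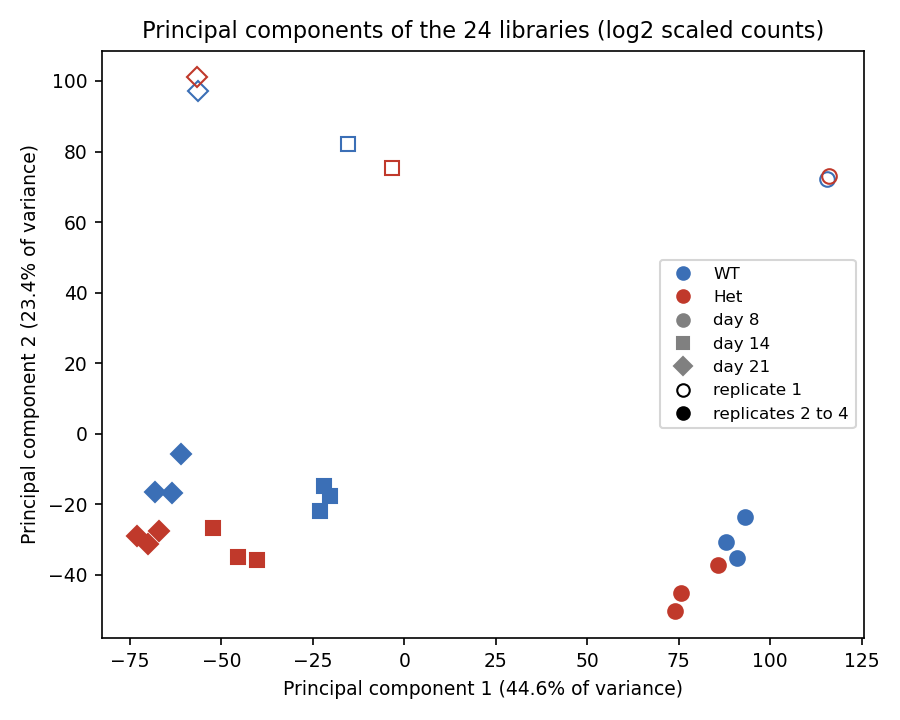
Principal component scores of the 24 libraries on the log2 scale. The horizontal axis (44.6% of the variance) separates day 8 from days 14 and 21, and the vertical axis (23.4%) separates replicate 1 (open symbols) from replicates 2 to 4 (filled symbols).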

The results of RNASeq were completely consistent with scRNASeq, srRNASeq, and mRNA‐FISH, revealing the same mutation effects, establishing primary OB culture as a valid model, and further confirming our observations. 

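*Hspa9* (ENSMUSG00000024359.10), which encodes mt-HSP70, lies on chromosome 18 of GRCm38 from 34937414 to 34954357 (minus strand). Its mean RQ over days 14 and 21 was 0.690 ± 0.110 in Het and 0.410 ± 0.0384 in WT (SD, n = 8 libraries each), a ratio of 1.68. Every Het library was above every WT library (two-sided exact permutation p = 0.000155, the smallest possible). At day 14, replicates 1 to 4 had RQs of 0.476, 0.431, 0.423 and 0.435 in WT and 0.560, 0.914, 0.773 and 0.707 in Het. At day 21 they had 0.384, 0.380, 0.3902 and 0.358 in WT and 0.632, 0.636, 0.673 and 0.626 in Het. *Atf5* (ENSMUSG00000038539.15), the gene of activating transcription factor 5, lies on chromosome 7 from 44812256 to 44816658 (minus strand) and overlaps exons of *Nup62* and *Il4i1* on the other strand. Its RQ was 0.481 ± 0.0728 in Het and 0.299 ± 0.0367 in WT (SD, n = 8 each), a ratio of 1.61 with the same smallest exact permutation p and no overlap between genotypes. Within replicate 1 the ratios were 1.39 for *Hspa9* and 1.97 for *Atf5*, and within replicates 2 to 4 they were 1.79 and 1.51. Of the alternatives with a test, division by the total count moved *Hspa9* most, to 1.80.
Among the ISR genes of Figure 6B, *Trib3* had a ratio of 6.86 (0.181 ± 0.0438 in Het and 0.0265 ± 0.00308 in WT, SD, n = 8 each). *Ddit3* (chromosome 10 from 127290774 to 127296288) had 2.29 (0.0899 ± 0.0154 and 0.0393 ± 0.00266). *Eif4ebp1* had 1.56 and *Eif3c* 1.44. These 4 genes, too, were higher in all 8 Het libraries than in any WT library (two-sided exact permutation p = 0.000155 each, 0.00042 after adjustment). A further, short entry carries the symbol *Ddit3* inside the same locus and holds 5219 counts over all libraries against 25451 at the entry used, so reads could have been split between them. *Nupr1* was higher in each of the 8 Het and WT pairs of one day and replicate number (ratio 1.57, exact permutation p = 0.0127, 0.0172 after adjustment), with 5 Het libraries above every WT library, and it lost its call without replicate 2 (exact permutation p = 0.0823). *Atf4* was 19.8% higher in Het, under the paper's bar (exact permutation p = 0.00342, 0.00543 after adjustment, 6 of 8 pairs higher). TMM, DESeq2's size factors and the total count carried it over the bar, at 1.24, 1.24 and 1.27. Within replicate 1 the ratios of the 6 genes were 5.44 for *Trib3*, 1.72 for *Ddit3*, 1.28 for *Eif4ebp1*, 1.403 for *Eif3c*, 1.63 for *Nupr1* and 1.18 for *Atf4*, and within replicates 2 to 4 they were 7.28, 2.50, 1.66, 1.45, 1.54 and 1.202.
The ER-UPR markers behaved otherwise. *Hspa5*, the gene of BIP, had an RQ of 1.63 ± 0.224 in Het and 1.62 ± 0.338 in WT (SD, n = 8 each, two-sided exact permutation p = 0.96). *Hsp90b1* had 2.12 ± 0.303 and 2.12 ± 0.333 (exact permutation p = 0.995), and *Xbp1* had 0.353 ± 0.0326 and 0.380 ± 0.0128 (exact permutation p = 0.0508). *Atf6* was 15.4% higher in Het, under the bar of 20%, with an exact permutation p of 0.00839 (0.0126 after adjustment, 7 of 8 pairs higher). Division by the total count carried *Atf6* over the bar, at a ratio of 1.23. For *Hspa5* and *Hsp90b1* the direction differed between batches, with ratios of 0.900 and 0.884 within replicate 1 and 1.05 for each within replicates 2 to 4. The lower ratios of replicate 1 came from day 14, while at day 21 its RQ in Het and WT was 1.749 and 1.54 for *Hspa5* and 2.303 and 2.181 for *Hsp90b1*. Gene lists fixed in advance were tested with limma's camera at a preset correlation of 0.01 on the edgeR fit. Of the 25 ER-UPR genes, 9 were higher in Het (median log2 fold change −0.04, adjusted p = 0.835, limma's camera with Benjamini-Hochberg adjustment over 13 lists). With TMM, 14 of the 25 were higher (median 0.015), and with DESeq2's size factors 15 were (median 0.019), since a change of scale shifts all genes alike. Relative to the other genes, limma's camera gave the list no adjusted p under 0.05 under any of these scales. These scalings of the list tests were chosen after seeing the data. Of the 40 ISR genes, which include 4 of the Figure 6 markers, 39 were higher (median 0.54, limma's camera adjusted p = 2.44e-51, 0.0232 with the correlation estimated from the data). With adjustment over all genes 36 of them passed 0.05, and 38 did when adjusted over the list alone. Over days 14 and 21, 37 were higher within replicate 1 and 39 within replicates 2 to 4. Within replicate 1, 25 were higher at day 14 (median 0.17) and 38 at day 21 (median 0.513).
At day 8 none of the 27 markers changed, and 0 had an exact permutation p under 0.05 (4 libraries against 4, smallest possible 0.0286). The ratio was 1.02 for *Hspa9* (exact permutation p = 0.629), 1.15 for *Atf5* (p = 0.514), 1.00 for *Ddit3* and 1.47 for *Trib3* (exact permutation p = 0.114). In replicates 2 to 4 alone, a split chosen after seeing the data, the genotypes did not overlap for 12 of the 27 markers. Of these 12, 6 were past the bar of 20%, with ratios of 1.76 for *Trib3*, 1.27 for *Eif4ebp1*, 1.24 for *Cyb5r1*, 1.22 for *Asns*, 0.792 for *Creb3l1* and 0.325 for *Bglap*. Each of the 12 had an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. From effects of the mutation shared with its single cell, in situ and imaging data, the paper reasons that the primary OB culture can stand as a model of this response.

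**Figure D2:**
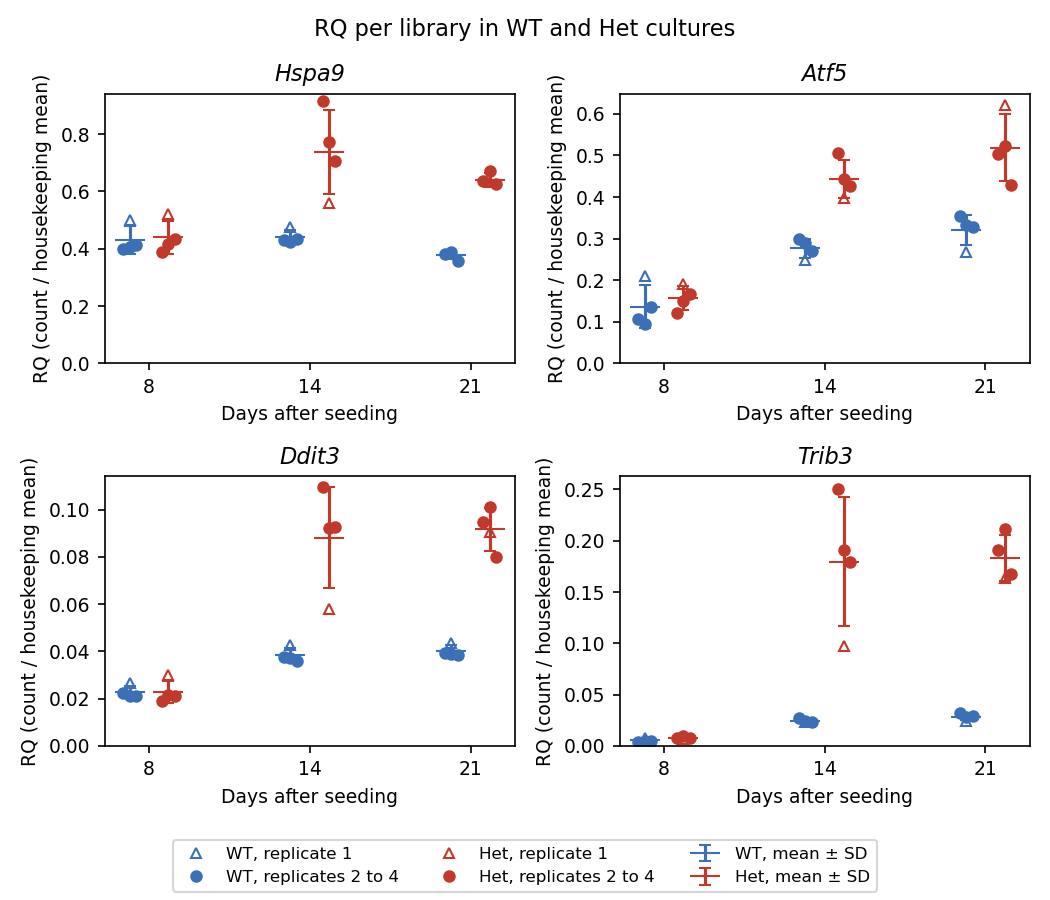
RQ of *Hspa9*, *Atf5*, *Ddit3* and *Trib3* in each WT and Het library at days 8, 14 and 21. Bars show the mean ± SD of 4 libraries, open triangles mark replicate 1 and filled circles replicates 2 to 4, and the genotypes overlap at day 8 and separate at days 14 and 21.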

We again observed significant upregulation of *Hspa9*, *Atf5*, and ISR genes (Figure 6A,B) without changes in the ER‐UPR markers *Hspa5*, *Hsp90b1*, *Xbp1*, and *Atf6* (Figure 6C). *Creb3l1* transcription appeared to be increased but was not marked as statistically significant because the observed <20% change would require a much larger number of samples to be statistically validated. 

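*Creb3l1* (ENSMUSG00000027230.9, chromosome 2 from 91982328 to 92024502, minus strand) encodes an ER-resident transcription factor. Over the 8 libraries per genotype, its RQ was 0.7203 ± 0.0571 in Het and 0.594 ± 0.0734 in WT (SD), a change of 21.2% (two-sided exact permutation p = 0.00218, 0.00392 after adjustment). Het was higher in all 8 pairs of one day and replicate number, and 5 Het libraries lay above every WT library. The change was 1.44-fold within replicate 1, where WT was lowest (0.486 at day 14 and 0.507 at day 21), and 1.15-fold within replicates 2 to 4. It fell under 1.2 in several settings, among them day 14 alone (1.18), the scale without *Mrfap1* (1.198) and the set without the Het day 14 library of replicate 2 (1.19). At day 8, the ratio was 0.825 (exact permutation p = 0.114).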

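The 4 markers of mitochondrial distress in Figure 6D were higher in Het at days 14 and 21. *Cyb5r1* (chromosome 1 from 134405559 to 134411740) had an RQ of 0.179 ± 0.0384 in Het and 0.0736 ± 0.00273 in WT (SD, n = 8 each), a ratio of 2.43. *Asns* (chromosome 6 from 7675169 to 7693254) had 0.327 ± 0.0757 and 0.205 ± 0.0239, a ratio of 1.595. Both had every Het library above every WT library (two-sided exact permutation p = 0.000155, the smallest possible). *Asns* lies on the same chromosome as *Col1a2*, which ends at 4541544. *Gpt2* had a ratio of 1.56 (exact permutation p = 0.00186, 0.0036 after adjustment, higher in 7 of 8 pairs), and *Shmt2* one of 1.24 (exact permutation p = 0.000777, 0.00175 after adjustment, higher in all 8 pairs). Within replicate 1 the ratios were 1.62 for *Cyb5r1*, 1.504 for *Asns*, 1.24 for *Gpt2* and 1.12 for *Shmt2*, and within replicates 2 to 4 they were 2.72, 1.62, 1.65 and 1.28. Day 14 alone left *Gpt2* (exact permutation p = 0.143) and *Shmt2* (p = 0.0571) without a call, and without the Het day 14 library of replicate 2 the ratio of *Shmt2* was 1.19.
Of the 6 mt-UPR markers in Figure 6E, *Lonp1* (chromosome 17 from 56614297 to 56626887) passed the paper's rule, with an RQ of 0.149 ± 0.0180 in Het and 0.122 ± 0.00531 in WT (SD, n = 8 each), a ratio of 1.22 (exact permutation p = 0.000155, 8 of 8 pairs higher). Its ratio was 1.11 within replicate 1 and fell under 1.2 at day 21 alone (1.16) and without the Het day 14 library of replicate 2 (1.17). *Hspe1* had a ratio of 1.18 (exact permutation p = 0.0962) and *Hspd1* one of 1.12 (p = 0.193). The total count as the scale (1.26, exact permutation p = 0.0345) and the set without the Het day 14 library of replicate 1 (1.23, exact permutation p = 0.037) carried *Hspe1* over the bar. Averaged over the days, both genes were lower in Het within replicate 1 (0.856 and 0.936) and higher within replicates 2 to 4 (1.30 and 1.19), and each was higher in 7 of 8 pairs. The lower values of replicate 1 came from its day 14 pair, with RQs in Het and WT of 0.1316 and 0.1788 for *Hspe1* and 0.3619 and 0.4447 for *Hspd1*. At day 21 they were 0.3356 and 0.3007 for *Hspd1*. For *Hspe1* they were 0.1494 in both genotypes, level at the digits shown, although this pair is counted among the 7 higher ones. These genes overlap head to head, and reads could be exchanged between them if the counting ignored strand. *Dnaja3* (1.11, exact permutation p = 0.00124) and *Trap1* (1.09, p = 0.0148) had small changes, and *Clpp* (1.04, p = 0.604) none beyond the spread. On the wider list of 15 mt-UPR genes, which includes these 6 and *Hspa9*, 10 were higher in Het (median log2 fold change 0.07). Limma's camera gave the list an adjusted p of 0.00279 with the preset correlation and 0.371 with the correlation estimated (edgeR fit, Benjamini-Hochberg adjustment), and 8 of its genes passed 0.05 adjusted over the list alone against 3 over all genes. In settings chosen after seeing the data, 12 of the 15 were higher with TMM (median 0.135) and with DESeq2's size factors (median 0.139), with 7 genes passing over all genes in each, and 11 were higher without replicate 1 (median 0.119), with 10 passing.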

We again found large changes in transcription of multiple mitochondrial genes and markers of mitochondrial distress (Figure 6D, c.f. Figure 2C and Figure 4B) yet no clear evidence of the mt‐UPR (Figure 6E, c.f. Figure S6, Supporting Information). Like in vivo, cultured primary OBs showed evidence of malfunction, which included but was not limited to altered differentiation, signaling, motility, and cell cycle (Figure 6F). It must be noted that cells not producing collagen I were also present in the primary culture together with OBs, thereby blunting effects of the mutation.

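*Avil* (ENSMUSG00000025432.11, chromosome 10 from 127000709 to 127020994, plus strand) encodes advillin, an actin-binding protein. Its RQ at days 14 and 21 was 0.137 ± 0.0691 in Het and 0.0145 ± 0.00683 in WT (SD, n = 8 each), a ratio of 9.49 with every Het library above every WT library (two-sided exact permutation p = 0.000155, the smallest possible). This rested on 602 to 4647 counts per Het library and 64 to 601 per WT library. It shares exonic sequence with *Tsfm*, on the opposite strand from 127011572 to 127030840, so part of its count could belong to that gene. *Rcc2* (chromosome 4 from 140700541 to 140723220) had 0.258 ± 0.0387 and 0.163 ± 0.0289, a ratio of 1.58 (exact permutation p = 0.000466, 0.00114 after adjustment, higher in all 8 pairs). *Bglap* (chromosome 3 from 88383501 to 88384464) was lower in Het in all 8 pairs, at 0.215 ± 0.137 against 0.658 ± 0.311 (SD, n = 8 each), a ratio of 0.326 (exact permutation p = 0.00295, 0.00498 after adjustment). Its near-identical neighbour *Bglap2* starts at 88377736, and reads could have been split between these copies. Without the Het day 14 library of replicate 2, which had an RQ of 0.424 while the other 3 Het libraries of that day had 0.0629 to 0.0937, the ratio was 0.281, and day 14 alone gave 0.41 (exact permutation p = 0.0857). *Lrp5* (chromosome 19 from 3584828 to 3686564) had 0.167 ± 0.0443 and 0.243 ± 0.0563, a ratio of 0.688 (exact permutation p = 0.012, 0.017 after adjustment, lower in 7 of 8 pairs). Within replicate 1 the ratio of *Lrp5* was 0.964 and within replicates 2 to 4 it was 0.614, and its call was lost at day 14 alone (0.791, exact permutation p = 0.229), without replicate 3 (p = 0.0844) and without replicate 4 (p = 0.0628). The other ratios within replicate 1 were 9.46 for *Avil*, 1.29 for *Rcc2* and 0.484 for *Bglap*, against 9.50, 1.68 and 0.293 within replicates 2 to 4. At day 8, *Bglap* (0.594, exact permutation p = 0.229) and *Avil* (0.763, p = 0.514) did not differ beyond the spread between 4 libraries and 4.

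**Figure D3:**
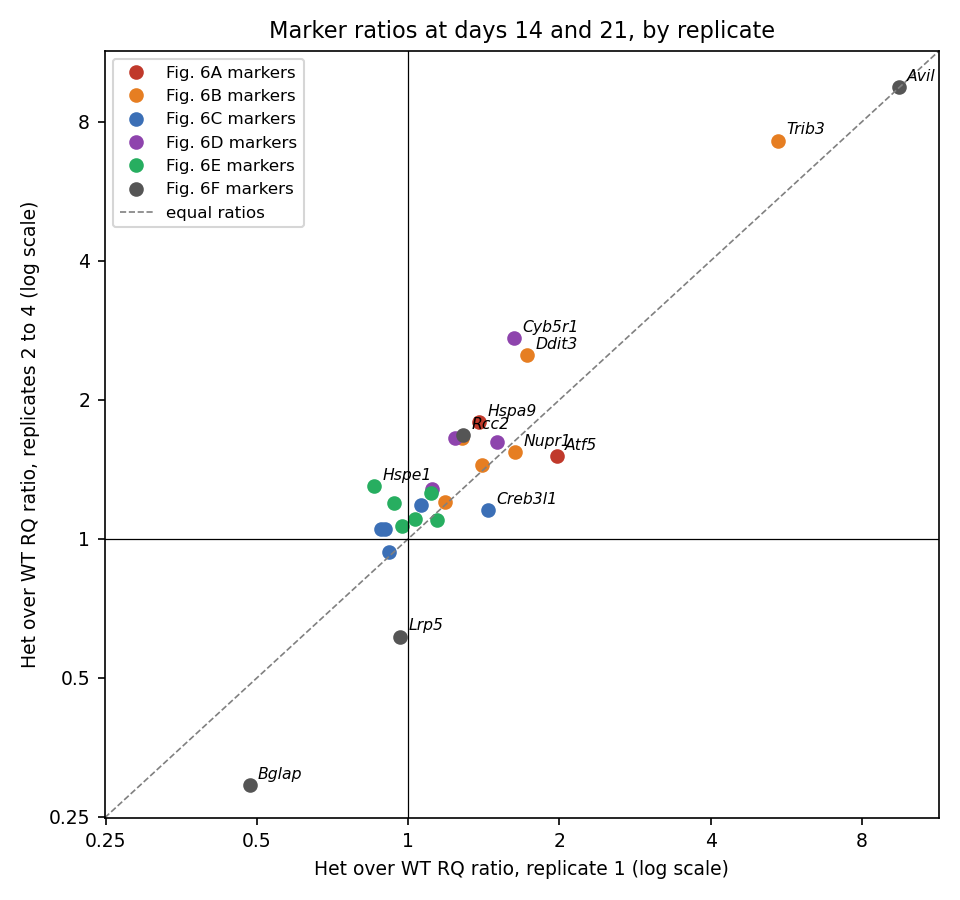
Het to WT ratio of mean RQ at days 14 and 21 for the 27 markers of Figure 6, within replicate 1 (horizontal axis) and within replicates 2 to 4 (vertical axis), both logarithmic. *Avil* and *Trib3* lie far above 1 on both axes and *Bglap* below 1 on both, whereas *Hspe1* lies on opposite sides of 1.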

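Markers that the paper uses for cells other than OBs were read in the same libraries at days 14 and 21. *Cd68* (macrophages) had an RQ of 0.299 ± 0.112 in Het and 0.166 ± 0.0796 in WT (SD, n = 8 each), a log2 fold change of 0.92 (standard error 0.20, adjusted p = 0.00755, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 7 of 8 pairs). At day 14 its RQ in replicate 1 was 0.176 in WT and 0.1399 in Het, while in replicates 2 to 4 it was 0.0575 to 0.0925 in WT and 0.216 to 0.273 in Het. At day 21 replicate 1 had 0.2457 in WT and 0.311 in Het. The call of *Cd68* was lost at day 14 alone, without replicate 2, 3 or 4, and without the day covariate. *Cd33* had a log2 fold change of 0.63 (standard error 0.25, adjusted p = 0.093 in edgeR, 6 of 8 pairs higher). It passed with DESeq2's Wald test (0.69, adjusted p = 0.0226) and in edgeR without replicate 1 (1.01, adjusted p = 0.00154). *Acan* (chondrocytes) had 0.438 ± 0.562 in Het and 0.821 ± 0.456 in WT (SD, n = 8 each), a log2 fold change of −0.96 (standard error 0.46, adjusted p = 0.166 in edgeR, 6 of 8 pairs lower). In replicate 1 *Acan* was nearly equal between genotypes, at 1.77 in WT and 1.78 in Het at day 14, whereas the Het libraries of replicates 2 to 4 lay at 0.0849 to 0.328, under every WT library. With the replicate numbers paired as a block, its log2 fold change was −1.45 and passed the threshold. *Acta2* (smooth muscle) had a log2 fold change of 0.06 (adjusted p = 0.788 in edgeR, 5 of 8 pairs higher). *Pecam1* (endothelium, 4 to 21 counts per library) and *Clec3b* (fibroblasts, 1 to 44 counts) were too low for a difference to be detectable at this depth.
OB transcripts were lower in Het over all replicates. *Col1a2* had a log2 fold change of −0.41 (standard error 0.12, adjusted p = 0.0268 in edgeR, lower in all 8 pairs), *Runx2* one of −0.39 (adjusted p = 0.0189, all 8 pairs) and *Sp7* one of −0.34 (adjusted p = 0.00889, 7 of 8 pairs). *Col1a1* was close to the threshold (−0.39, adjusted p = 0.0442 in edgeR, lower in 7 of 8 pairs) and lost its call under TMM and DESeq2's size factors. *Ibsp* (−0.55, adjusted p = 0.113 in edgeR, lower in all 8 pairs) did not pass, but it did with the replicate numbers paired as a block (−0.56). By median, the differences were larger in replicates 2 to 4. The set of *Col1a1*, *Col1a2* and the collagen chaperone gene *Serpinh1* had a median log2 difference between Het and WT of −0.104 within replicate 1 (−0.128 to −0.061). Within replicates 2 to 4 it was −0.469 (−0.492 to −0.061). For the 7 OB markers the medians were −0.129 and −0.529.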

Finally, we measured expression of *Hspa5* (BIP), *Hspa9* (mt‐HSP70), *Atf4* (ATF4), *Atf5* (ATF5), and the ISR marker *Eif4ebp1* (EIF4EBP1), for which we found reliable antibodies, at the protein level (Figure 6G,H). No difference between BIP in WT and Het cells matched our previous findings^[^ ^13^ ^]^ and the transcriptomic observations. In contrast, acute ER‐UPR caused by pretreatment of both WT and Het cells with 10 µg mL^−1^ tunicamycin for several hours resulted in dramatic increase of BIP in the cell lysate. The increase in ATF4, ATF5, and EIF4EBP1 in Het cells was also completely consistent with the RNASeq observations. Only the ATF5 observation was highly statistically significant (*p* = 0.002), which was not surprising given lower quantitative accuracy and reproducibility of Western blots compared to RNASeq. Unlike *Hspa9* mRNA, we observed no increase in the corresponding mt‐HSP70 protein in Het cells.

## 3 Discussion

To confirm a distinct cellular response to misfolded procollagen accumulation in the ER and identify its markers, we relied on moderate ER disruption^[^ ^13^ ^]^ in OBs from a G610C mouse model of mild‐to‐moderate OI.^[^ ^22^, ^24^ ^]^ In these OBs, the ISR‐induced reduction in protein synthesis and misfolded procollagen autophagy are sufficient for preventing secondary effects of ER homeostasis breakdown, including misfolding of other proteins and subsequent secondary ER‐UPR.^[^ ^20^, ^25^ ^]^ In our opinion, pronounced yet moderate cellular response is the key to reconstructing how misfolded procollagen affects the cell and causes the ISR without confounding secondary effects of the ER homeostasis breakdown downstream of the initial ISR.

Procollagen misfolding and accumulation in the ER, ER disruption, and ISR in G610C OBs were demonstrated before, but neither causality (ER disruption versus extracellular signals) nor the activation pathway of the ISR were understood.^[^ ^13^, ^25^ ^]^ To begin addressing this knowledge gap, we selected transcriptomic analysis as the most versatile approach to identifying relevant cellular pathways in vivo and in culture. This analysis established the causality and distinct features of this response, finally enabling formulation of several data‐based hypotheses for the cellular response pathway for future studies.

As presumed but not demonstrated earlier, the ISR in G610C OBs is activated by accumulation of misfolded procollagen in the ER rather than by extracellular signaling from ECM altered by secreted mutant collagen (or from other cells affected by this ECM). Upregulation of ISR genes only in mature OBs (mOBs) expressing much more *Col1a1* than immature ones (Figure 2A), and exponential‐like response of these genes to increasing *Col1a1* expression validate this causal relationship (see, e.g., *Atf4*, *Atf5*, *Ddit3*, *Eif3c*, and *Eif4ebp1* in Figure 3 and Figure S4, Supporting Information). Interestingly, expression of ER‐UPR genes like *Hspa5* and *Xbp1* provides a contrasting example of an apparent OB stress response to extracellular signals from ECM or other cells. Expression of these genes is altered in immature OBs from Hom tissues (which do not exhibit detectable ISR, yet this effect disappears at higher *Col1a1* expression in mOBs (Figure 3 and Figure S4, Supporting Information).

While caused by ER disruption upon accumulation of misfolded procollagen, the ISR activation in G610C OBs does not involve the ER‐UPR and ER overload pathways or the corresponding protein quality control (QC) systems in the ER lumen. Indeed, the discordant expression of ISR and ER‐UPR genes supports the previous finding of the ISR activation being unrelated to ER‐UPR.^[^ ^13^ ^]^ The lack of NF*κ*B targets among consistently upregulated genes identified by unbiased statistical analysis (Figure 2C) confirms the lack of ER overload. No changes in the expression of *Hspa5*, *Hsp90b1*, other luminal QC chaperones, or the ER‐UPR receptors in mOBs (Figures 3, 4, 6, 4B, 6C; Figure S4, Supporting Information; and earlier study^[^ ^13^ ^]^) indicate that mutant G610C procollagen escapes the QC in ER lumen. This interpretation of the data is consistent with equally efficient secretion of molecules with and without the mutant pro*α*2(I) chain.^[^ ^13^, ^25^ ^]^ Mutant and normal procollagen enter ER exit sites (ERESs) together, where misfolded procollagen aggregates tend to prevent formation of ER‐Golgi transport intermediates and initiate ERES degradation by lysosomes.^[^ ^25a,c^ ^]^ The resulting blockage and depletion of functional ERESs needed for protein export from the ER causes procollagen accumulation in the ER lumen, dilation of the lumen, and therefore ER disruption.^[^ ^25^ ^]^ However, the ER lumen does not seem to have receptors recognizing this disruption. Therefore, the ISR is likely activated by signals from ERESs or other organelles.

The increased transcription of *Hspa9*, *Atf5*, and other genes encoding proteins involved in or responding to mitochondrial function (Figures 3, 4, 5, and 6D) may point to such recognition by mitochondria. *Hspa9* encodes mt‐HSP70, which is a paralogue and member of the same HSP70 family as BIP and which is known to be upregulated in the mt‐UPR like BIP in the ER‐UPR.^[^ ^26^, ^31^, ^34^ ^]^ However, cytosolic and mitochondrial mt‐HSP70 cannot bind to procollagen, which is localized exclusively within the secretory pathway compartments. Hence, it cannot activate the OB response like BIP, which activates the ER‐UPR by binding to misfolded proteins in the ER lumen. *Hspa9* upregulation is also unlikely to be related to bona fide mt‐UPR since it is not accompanied by changes in transcription of other mt‐UPR proteins (Figures 4B and 6E; Figure S6, and Table S1, Supporting Information). Instead, *Hspa9* may be activated by other forms of mitochondrial distress, e.g., by disruption of the mitochondria associated ER membrane (MAM). MAM interacts with mitochondria via mt‐HSP70.^[^ ^31a^ ^]^ MAM also contains high levels of calnexin and calreticulin,^[^ ^31a^ ^]^ which bind procollagen in the ER and may thereby provide a connection between procollagen accumulation in the ER and mt‐HSP70. MAM and/or mitochondria may thus act as the ER disruption sensors and mt‐HSP70 may be involved in the ISR activation.

Upregulation of mt‐HSP70 mRNA (Figures 3, 4, 5, 6) but not the protein (Figure 6G) is consistent with this hypothesis but requires further investigation. For instance, disruption of ER‐mitochondria interactions at MAMs could trigger a distinct mitochondria stress signaling that causes transcriptional activation of *Hspa9* by the ISR yet does not cause an increase in mt‐HSP70. The latter may not be needed for alleviating the MAM disruption, unlike chaperoning mitochondrial protein folding in mt‐UPR. Increased degradation or reduced translation of the mt‐HSP70 in this stress response may then balance the increased transcription of *Hspa9*.

The MAM disruption hypothesis is supported by the increased expression of ATF5 both at the mRNA and protein levels (Figures 3, 4, 5, 6). ATF5 has been proposed to be a mammalian orthologue of *Caenorhabditis*  *elegans* ATFS‐1, which like ATFS‐1 may be prevented from entering mitochondria upon mitochondrial distress, initiating and/or contributing to the ISR.^[^ ^26^, ^34^ ^]^ *Hspa9* is one of the transcriptional targets of ATF5, which could be behind its transcriptional activation.^[^ ^34^ ^]^ While mitochondrial distress caused by the disruption of ER‐mitochondria contacts could trigger ISR reminiscent of mt‐UPR, ATF5 functions have not been sufficiently well understood yet. The role of ATF5 in the ISR therefore needs to be further investigated, but this is beyond the scope of the present study.

Alternatively, as a paralogue of ATF4, ATF5 may be performing an ATF4‐like, mitochondria‐independent function in highly secretory cells like OBs. Indeed, ATF5 has been shown to regulate the ISR downstream of the ER‐UPR triggered by thapsigargin in highly secretory pancreatic *β*‐cells.^[^ ^35^ ^]^ Stronger upregulation of *Atf5* versus *Atf4* in Hom E18.5 OBs (Figure 3B), significant upregulation of *Atf5* but not *Atf4* in Het E18.5 and P5 OBs (Figures 3B and 6B,G), and upregulation of ISR genes in Hom E18.5 and Het E18.5 and P5 OBs (Figure 3B) indicate that ISR in G610C OBs is regulated by ATF5 rather than ATF4, like in pancreatic *β*‐cells. Moreover, high expression of *Atf5* (and *Hspa9*) correlates with high expression of *Serpinh1* (Figure S5, Supporting Information), which encodes a collagen‐specific chaperone HSP47 and is strongly expressed only in highly secretory cells producing large amounts of different collagens.^[^ ^36^ ^]^ Increased transcription of mitochondrial distress markers such as *Hspa9, Cyb5r1, Gpt2, Shmt2*, and *Asns* (Figures 2, 4, 6D) may then be a consequence rather than the cause of *Atf5* upregulation. The mitochondrial changes we observed may thus occur downstream rather than upstream of the ISR. Our data cannot distinguish these interpretations, but they have allowed us to formulate them. This is the crucial first step toward understanding the exact roles of mt‐HSP70 and ATF5 and eventually unraveling the puzzle of the cellular response to procollagen triple helix misfolding.

In conclusion, the present study (a) confirmed ISR activation in G610C OBs without canonical ER‐UPR or ER overload pathways, (b) established that this cellular response is distinguished by *Hspa9* and *Atf5* upregulation, and (c) pointed to disruption of ER‐mitochondria connections as a possible trigger. Because of feedback loops between the ISR and its upstream and downstream events, the question of whether mt‐HSP70 and ATF5 regulate this response, are regulated by it, or both will require further investigation. Still, we now know that understanding the functions of mt‐HSP70 and ATF5 is likely the key to unraveling the mechanism of noncanonical ISR activation in G610C OBs and that the answer may be found in primary cell culture studies. G610C OBs may not represent a universal model of procollagen misfolding, e.g., because of variable effects of other mutations on the ER environment or variable secondary effects of the ER homeostasis disruption in other cells may lead to secondary ER‐UPR or ER overload. However, this only emphasizes the importance of understanding the noncanonical cellular response in G610C OBs, which appears to be distinct and unobscured by the secondary effects. Regardless of how common it may be, this cellular response is unlikely to be specific to the G610C mutation in OBs or even to procollagen misfolding. Nature tends to reuse the tools it develops. To facilitate studies of this response by anyone interested in joining this quest, which is likely to require efforts by multiple laboratories, all transcriptomic data from the present work is publicly shared at https://www.ncbi.nlm.nih.gov/geo/ (accession numbers: GSE210511, GSE210519, GSE210637, GSE210796). All other tools described here and in our other papers are available upon request.

## 4 Experimental Section

### Animals

Het G610C (B6.129(FVB)‐Col1a2tm1Mcbr/J, strain # 0 07248) and C57BL/6J (strain # 000664) mice were purchased from Jackson Laboratory. The G610C animals were maintained on the C57BL/6J background. Stock C57BL/6J animals were reintroduced into the colony every 6–10 generations and all matings were set up exclusively between males and females from different parent cages (to minimize propagation of sporadic mutations). Since Het × Het matings produced litters mostly at E19.5 and all Hom pups died right after birth, WT, Het, and Hom embryos from Het × Het matings were collected for scRNASeq and mRNA‐FISH at E18.5. Animal care and experiments were performed in accordance with protocols approved by the NICHD and University of Maryland School of Medicine ACUCs (Animal Study Protocol #21‐071).

### scRNASeq

Cells for scRNASeq were extracted from E18.5 femurs and tibias as well as from P4‐P5 parietal bones. Tissues were dissected in ice‐cold PBS, minced, transferred into the Eppendorf tubes, and washed with ice‐cold PBS. Cells were released by digestion with 10 mg mL^−1^ bacterial collagenase type 4 (Worthington) at 37 °C for 15 min, with gentle pipetting up and down every 3–4 min using 1 mL tips with cut ends to reduce cell damage. Cell suspension was washed with ice‐cold PBS (calcium and magnesium free) containing 0.04% weight/volume BSA (PBS/BSA), filtered through 40 µm cell strainer, and spun at 300 g for 5 min at 4 °C. Cell pellets were resuspended in 1 mL PBS/BSA, allowed to settle for ≈1 min, transferred into a new tube (top 3/4 of the volume), washed, and re‐pelleted. Cells were counted, diluted to 500–1000 cells µL^−1^, and processed on Chromium Next GEM chips v3.1 (10X Genomics, ≈10000 cells per well). Chromium processing and subsequent library preparation for sequencing were performed according to 10X Genomics protocols. Analysis of library quality on Bioanalyzer 2100 (Agilent), sequencing, and genomic alignment with Cell Ranger software (10X Genomics) were performed by the Molecular Genomics Core facility of NICHD. A total of 4 WT, 3 Het, and 3 Hom E18.5 femur and tibia cell samples from two separate preparations were examined, each sample containing cells from a single embryo. A total of 4 WT and 4 Het P5 parietal bone cell samples were examined, each sample containing cells pooled from up to five animals with the same genotype.

### srRNASeq

This assay was performed to evaluate effects of the G610C mutation and 4‐phenylbutyric acid (4PBA) treatment on OBs and hypertrophic chondrocytes.^[^ ^20^ ^]^ In the present paper, we describe only effects of the mutation on OBs. Briefly, three separate experiments were performed. In each experiment, two WT and two G610C littermates were treated via intraperitoneal injection daily for 10 days starting at 3 weeks after birth with PBS (control) or 0.4 mg 4PBA (Millipore Sigma) dissolved in PBS. The right tibia was rapidly harvested and freshly frozen in OCT (Sakura Finetek). Up to eight cryosections (10 µm thickness) of the proximal growth plate and adjacent trabecular tissue from each of the animals were placed in each of the four capture areas within a Visium slide, fixed with methanol, stained with H&E, imaged, and permeabilized for 45 min to allow for mRNA binding to slide oligonucleotides. Subsequent cDNA synthesis, amplification, and purification were performed as described in the Visium kit for frozen sections (10X Genomics). Library construction, analysis of library quality with Bioanalyzer 2100, sequencing, and genomic alignment with Space Ranger software (10X Genomics) were performed by the Molecular Genomics Core of NICHD. Sequencing results from all three Het samples treated with PBS passed post‐sequencing quality control (QC, see *Data Normalization and Statistical Analysis*) and were used for the present study as the Het group. One WT sample treated with PBS was lost during processing and one did not pass QC. The transcriptome of the third WT/PBS sample was indistinguishable from transcriptomes of two WT/4PBA samples (consistent with no effect of 4PBA on WT animals). Therefore these three WT samples, all of which passed QC, were used as the WT group for the present study. No Het/4PBA samples were used because of previously described effects of 4PBA on hypertrophic Het chondrocytes, which could produce secondary effects on OBs.^[^ ^20^ ^]^

### Bulk RNASeq and Western Blot Analysis of Cultured Cells

Primary OBs were extracted from parietal bones of 4–5 days old pups as previously described.^[^ ^13^ ^]^ The cells were pooled from multiple pups with the same genotype and cultured at 37 °C in *α*MEM + Glutamax (32 571; Gibco) supplemented with 1% Pen‐Strep (Corning), 10% FBS tested for supporting osteoblastic differentiation (Gemini, GemCell, Lot #A83F821) and 100 × 10^−6^ m ascorbic acid 2‐phosphate (Sigma–Aldrich). Media was replaced every 48–72 h, and always 1 day before RNA extraction or collection of cell lysates for Western blotting.

RNA was collected at days 8, 14, and 21 after seeding and purified with a Direct‐zol kit (Zymo Research). RNA QC on Bioanalyzer 2100, sequencing, and genomic alignment were done at the Molecular Genomics Core of NICHD. Two separate experiments were performed with cells from different litters. In the first experiment, cells were plated at 10 000 cells cm^−2^ (one well per genotype for each time point) and cultured in a CO_2_ incubator at atmospheric O_2_. In the second experiment, cells were plated at 4000 cells cm^−2^ (two wells per genotype for each time point), expanded for 4 days (until ≈50% confluent) in a tri‐gas incubator at 5% O_2_, 5% CO_2_, 90% N_2_ (5% O_2_ supports OB proliferation by suppressing their differentiation), and then transferred to the CO_2_ incubator with atmospheric O_2_. In both experiments, the cells were confluent 2 days prior to initial RNA collection (day 8 after seeding).

For Western blotting, cells pooled from multiple pups with the same genotype were plated at 2000 cells cm^−2^, expanded to confluence (5–7 days) in the tri‐gas incubator at 5% O_2_, and further cultured in the CO_2_ incubator with atmospheric O_2_. Cell lysates were collected 12–15 days after seeding following 3–5 h pretreatment with 10 µg mL^−1^ tunicamycin or DMSO (untreated control). Cells were rinsed with PBS and lysed in RIPA buffer containing lithium dodecyl sulfate, 50 × 10^−3^ m dithiothreitol, 1 × 10^−3^ m phenylmethylsulfonyl fluoride, 5 × 10^−3^ m benzamidine, and 10 × 10^−3^ m *N*‐ethylmaleimide. Samples were denatured at 95 °C for 5–10 min, loaded onto 3–8% Tris‐Acetate or 4–12% Bis‐Tris gels and transferred onto a 0.45 µm nitrocellulose membrane. The blots were blocked with 5% BSA buffer, labeled with primary antibodies against BIP (Cell Signaling, Catalog #3177), HSPA9 (ThermoFisher, PA5‐48035), ATF4 (Cell Signaling, 11 815), ATF5 (ThermoFisher MA5‐32365), 4EBP1 (Cell Signaling, 9644), vinculin (Millipore‐Sigma, V284), and *β*‐actin (Abcam, ab8224). After staining with secondary antibodies conjugated to AlexaFluor or DyeLight dyes (Themofisher), images were captured in an FLA9500 fluorescence scanner (Cytiva, former GE HealthCare) and analyzed with ImageQuant TL software supplied with the scanner.

### mRNA‐FISH

Fluorescent in situ hybridization was performed with Advanced Cell Diagnostics (ACD) RNAScope Multiplex Fluorescent V2 kit and mRNA probes for the genes of interest. Dissected E18.5 hind legs were skinned, fixed with formaldehyde in PBS at room temperature (2% for 2–4 h followed by 4% overnight), and embedded in paraffin without demineralization. A total of 5‐µm sections were cut, deparaffinized, treated with ACD custom reagent for bone (to retrieve epitopes and reduce tissue autofluorescence), hybridized with ACD probes, and stained according to the manufacturer's protocol. The nuclei were counterstained with DAPI. The slides were mounted with ProLong Diamond antifade mounting media (ThermoFisher) and imaged on an AxioScan.Z1 slide scanner (Zeiss) with Plan‐apochromat 40×/0.95 objective in four fluorescence channels (DAPI, Cy3, Cy5, and Cy7). The GFP channel was used as autofluorescence control.

### Data Normalization and Statistical Analysis

Genomic alignment, UMI counting, prefiltering, and initial unsupervised clustering of scRNASeq and srRNASeq data were performed with 10X Genomics software (Cell Ranger for scRNASeq and Space Ranger for srRNASeq). Cell clustering was qualitatively visualized in UMAP and tSNE plots in Loupe Browser (10X Genomics). Independent unsupervised clustering and cluster visualization were also performed in Seurat v4 package for R programming language.^[^ ^37^ ^]^ For subsequent quantitative analysis, the UMI counts together with spatial maps (for srRNASeq) were imported into Seurat objects with the Seurat v4 package, which was also used for data management, sorting, QC, and plotting. Because OBs produce much more RNA and require more energy than most other cells, the QC filters were set at minimum 500 features per cell, no maximum features per cell, and less than 10% mitochondrial features (rather than at default Seurat values). The QC thresholds were tuned by examining multiple datasets. Each dataset was additionally examined for expression of *Apaf1*, *Trp53inp1*, and other cell death markers. When increased expression of these markers was detected (one srRNASeq sample), the entire dataset was discarded. To avoid assumptions and nonlinear transformations that could alter the validity of differential gene expression conclusions, the data that passed the QC were normalized as UMI counts per gene divided by UMI counts per cell, using the RC normalization method in Seurat. Analysis of the raw expression data indicated that more common logarithmic or SCTransform data normalization methods implemented in Seurat were inconsistent with OB gene expression patterns (see Supporting Information). The datasets from different experiments and sequencing runs were then merged without additional processing. OBs were separated from other cells based on threshold values for UMI counts of OB marker genes *Col1a1*, *Runx2*, *Sp7*, and *Ibsp* (Figure 1). Average expression of a gene in a group of cells was calculated as the sum of UMI counts for this gene divided by the sum of all UMI counts in the cells (equivalent to assigning a statistical weight to each cell based on its total UMI counts). Wilcoxon ranked sum test implemented in the Seurat package was used for estimating the probability of mean expression values in WT and G610C cells being the same (*p*‐values). Based on the estimated statistical power, only more that 20% changes in the average expression with *p* < 0.05 were considered statistically significant. The Bonferroni correction was applied to account for multiple comparisons when identifying the list of differentially expressed genes (Figures 2C and 3A). Statistical analysis of running average plots in Figure 3B and Figures 3,4,6 (Supporting Information) was based on the standard Wilcoxon test for each running average window. To account for multiple comparisons of these windows, only points with *p* < 0.01 were marked, avoiding false negatives caused by the Bonferroni correction and reducing false positives to ≤5 in E18.5 (≈500 comparisons) and ≤15 (≈1500 comparisons) in P5 samples. R version 4.1.2 (The R Foundation for Statistical Computing) was used for all computations.

Genomic alignment and QC of bulk RNASeq data was performed by the Molecular Genomics Core facility of NICHD. Because mRNA counts were not based on UMI, direct quantification of % transcripts (like %UMI in sc‐ and srRNASeq) was not possible. Analysis of the raw expression data indicated that FPKM, TPM, DESeq2, or other data normalization methods common in bulk RNASeq normalization could not be used (Supporting Information). Therefore, we had to rely on the old‐fashioned yet robust housekeeping gene normalization method analogous to ΔΔ*C*_T_ approach in quantitative PCR. 

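The same counts were also scaled in the ways the paper set aside. Of the 27 Figure 6 markers, 18 changed with edgeR's TMM factors, 18 with DESeq2's size factors and 20 with the total count. Each of these scales moved the Het to WT ratios upward. Across the transcriptome, the effect was on the balance of directions. With the 4 housekeeping genes as the scale, 3204 of 19845 tested genes differed between Het and WT at days 14 and 21 (edgeR's quasi-likelihood test with day as a covariate, Benjamini-Hochberg adjusted p under 0.05), 1443 higher in Het and 1761 lower. TMM gave 2561 higher and 1443 lower, of which 2834 genes were shared with the housekeeping scale, and DESeq2's size factors in the same edgeR fit gave 2663 and 1387. The median log2 fold change of all genes moved from −0.05 to 0.01. DESeq2's own Wald test called 3211 higher and 1891 lower. Among genes with a mean of at least 50.0 counts whose genotypes did not overlap, *Ostn* (log2 fold change 5.49), *Car6* (5.32, standard error 0.38, adjusted p = 9.79e-07 in edgeR), *B4galnt2* (3.75) and *Soat2* (3.04) were highest in Het beside *Avil*. *Gal* (−2.84, standard error 0.22, adjusted p = 2.76e-06 in edgeR), *Xlr3b* (−2.09), *Map3k21* (−1.63), *Bcan* (−1.46) and *Gm12519* (−1.11) were lowest. *Ostn* and *Car6* had mean RQs of only 0.000228 and 0.000247 in WT, so the size of their fold changes rests on few WT counts. The count of called genes was also sensitive to the replicates included. It was 7573 without replicate 1, 330.0 without replicate 2, 260.0 without replicate 3 and 139 without replicate 4.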

Validation of the housekeeping genes and the normalization procedure are described in Supporting Information. Statistical significance of the results was evaluated by a two‐tailed Student's *t*‐test and nonparametric Mann–Whitney *U*‐test since some of the data failed the Shapiro–Wilkinson normality test. The statistical analysis was performed in SigmaPlot 13 (Systat Software).

Integral intensities of secondary antibody fluorescence at BIP, mt‐HSP70, ATF4, and ATF5 Western blot bands were normalized by the intensity of large (vinculin) and small (*β*‐actin) molecular weight loading controls in the same gel lane. A single, *β*‐actin loading control was used for the small molecular weight EIF4EBP1. Statistical significance of the difference between mean WT and Het values was evaluated by the *t*‐ and *U*‐ tests similar to the analysis of bulk RNASeq data.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

All data not contained within the main text or supporting information are available in a public NCBI GEO database, https://www.ncbi.nlm.nih.gov/geo/ (accession numbers: GSE210511, GSE210519, GSE210637, GSE210796).

How the deposited data were processed for this re-analysis (not part of the article)

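Bulk RNASeq of cultured primary OBs was analysed for WT and Het cultures at days 8, 14 and 21 after seeding, with 4 libraries per genotype and day (24 in all). The authors deposited raw counts of reads per gene, 1 library per file, with 55335 genes in each. Before deposition, polyadenylated RNA had been sequenced from Illumina TruSeq libraries, and alignment and quality control had been done by a core facility. The aligner, the counting tool, their versions, the genome build, the strand rule and the handling of reads that match several genes are not named in the paper's text or the labels. No molecular identifiers were used, so counts include PCR duplicates, and statements about counting error cover counting error only. Gene identifiers with identical version numbers were found for 54587 genes in GENCODE mouse release 21 (GRCm38), from which coordinates, gene lengths and overlaps were taken. Among the genes, 212 entries share 105 symbols. Where a named gene or a gene of a list had several entries, the one with the most counts was used, and all other entries were tested as genes of their own.

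Totals ranged from 17140202 to 59734231 counts per library, with a median of 48340136. Replicate 1 had a median of 23926750 and replicates 2 to 4 one of 51462304. The paper examined 6 wells per genotype at days 14 and 21 from a pair of cell preparations, and the labels list 8 libraries. All 8 were used, because neither the labels nor the paper's text identifies the 6. The Supporting Information and Table S1 were not examined for this. The wells of one preparation come from one pool of pups per genotype, so the spread between them does not include the spread between animals.

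RQ was the count of a gene divided by the geometric mean count of *Actg1*, *Actb*, *Mrfap1* and *Sdha* in that library, after the paper. Ratios of mean RQ were tested with two-sided exact permutation tests in place of the paper's t-test, because each group holds 8 libraries. A marker was counted as changed after the paper's rule, at a ratio above 1.2 or below 0.8 with a permutation p under 0.05, and p-values were adjusted over the 27 markers (Benjamini-Hochberg). For all genes, the counts as deposited were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with the housekeeping geometric mean in place of the library size, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The 5 comparisons were Het against WT at days 14 and 21 (day as a covariate), Het against WT at day 8, the difference between these effects, days 14 and 21 against day 8, and day 21 against day 14. Limma's camera with a preset correlation of 0.01 was run on 13 gene lists at days 14 and 21, with fry and camera with an estimated correlation beside it. The lists covered ER-UPR, ISR targets, mt-UPR, NF-kB targets, tRNA synthetases, macrophages and osteoclasts, adipocytes, chondrocytes, muscle, endothelium, mature OBs and osteocytes, the cell cycle and mitochondrially encoded genes. One gene of the ER-UPR list, *Ero1b*, was not among the deposited symbols.

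The grouping of samples, the tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, except where a choice is said to have been made after the values were seen. Genes named in the text were drawn from the Figure 6 markers, the housekeeping genes, the OB and non-OB markers of the paper, and for each edgeR comparison the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 50.0 counts and non-overlapping groups (no overlap rule for the difference between effects). A few genes of the lists are named beyond this rule in the closing section, after their values were seen. The alternatives were TMM, DESeq2's size factors, the total count, each 3 of the 4 housekeeping genes, geometric means, permutation within days, the exact Mann-Whitney U-test, single days, each replicate number or library left out, DESeq2's Wald test, other filters on low counts, a minimum change of 20%, no day covariate, and the replicate number or replicate 1 against the others as a covariate.

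Replicate numbers were checked for pairing through the correlation of deviations from the group means. All 12 correlations between same-numbered WT and Het libraries at one day were positive (0.214 to 0.735, median 0.374), against a median of −0.077 for 36 pairs of different numbers. The labels number the replicates and the paper does not say what a number shares. Among replicates 2 to 4 alone the same-numbered median was 0.065 (−0.009 to 0.177), so the pairing comes mostly from replicate 1. Blocked values are given where they change the call of a named gene, marker or list, or a reported count by over 1.5 times.

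Each step was tested on simulated counts drawn from the means and library sizes of these libraries with 200.0 changed genes. The edgeR step recovered 91.5%, 79.0%, 70.0%, 92.5% and 93.0% of them in the 5 comparisons in the order above, with 1.61%, 9.71%, 12.5%, 3.65% and 4.62% of its calls false. The RQ permutation step recovered 100.0% of 200.0 changed genes, and 4.88% of the unchanged genes had a permutation p under 0.05. Simulated counts were drawn independently for each gene and library, without a replicate 1 batch, shared cell pools or correlation between genes. The RQ simulation also used a single spread for all genes. These rates therefore do not cover false calls that such structure could cause in the real libraries. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Protein measurements and the other sequencing and imaging experiments of the paper were not analysed here, nor was Table S1.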

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

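Chosen only after the result was seen were the tests of the gene lists at day 8, of the scaling, of sex, macrophages and maturation as sources of the ISR rise, of counting error, and of the mature OB, macrophage and chondrocyte markers.

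A single library lay far from the other 7 of its genotype at days 14 and 21 in 7 of 58 groups, where chance gives about 1 in 20, or 2.9. The Het day 14 library of replicate 2 did so 4 times, highest of the Het libraries in the RQ of *Eif3c* (0.937), *Eif4ebp1* (0.3198), *Asns* (0.4958) and *Lonp1* (0.1907). The WT day 14 library of replicate 1 did so 3 times, highest in *Trap1* (0.1447) and *Clpp* (0.05792) and lowest in *Col1a1* (82.63). The gap of the Het library was a median of 14.8 times its counting error over the 27 markers, which argues against counting error. A stronger response in that well cannot be told apart from other differences of the well. Its gap to replicates 3 and 4 had a Spearman correlation of 0.085 with the Het effect at day 21 in replicates 2 to 4 across all genes, while 35 of 40 ISR genes were higher in it (median log2 difference 0.29). Replicate 1 as a whole lay apart from the others. After all libraries were thinned to 17140202 counts, the distance to replicate 1 was still 1.722 times that within replicates 2 to 4, which argues against depth. The litters, plating and oxygen of the paper's experiments may have contributed and were not tested.

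The Het effect at days 14 and 21 differed from that at day 8 for 36 genes at an adjusted p under 0.05 in edgeR's interaction test, 35 of them with a more positive effect at the later days. The difference was 0.719 (log2) for *Hspa9*, 1.2 for *Ddit3*, 2.18 for *Trib3*, 1.08 for *Cyb5r1* and 3.64 for *Avil*. The other Figure 6 markers did not pass, for example *Atf5* (0.48, adjusted p = 0.879), *Eif4ebp1* (0.386, 0.949) and *Asns* (0.459, 0.974) in the same edgeR test. Of 100 regroupings of the libraries within their days, the real one included, 4 gave as many genes, the other 3 with 827, 759 and 651. Of 100 that swapped genotypes within replicate numbers 2 did, the other with 436. The count was 929 without replicate 1 but 3 without replicate 2, 1 without replicate 3 and 0 without replicate 4 (467 genes at an unadjusted p under 0.05). The ISR genes rose in WT, too, from day 8 to the later days (median log2 0.458), so a delay of Het cultures across that step would have lowered them. From day 14 to day 21 in WT of replicates 2 to 4 only 10 of 40 rose (median −0.077), so a delay there would have raised most, but by far less than the 0.593 by which they were higher in Het in these replicates. Within replicate 1, 37 of 40 were higher over days 14 and 21 together, which argues against a difference between the pools of replicates 2 to 4 as the whole source. By day this was 25 of 40 at day 14 (median 0.17) and 38 at day 21 (median 0.513), each from a single library per genotype, so day 14 by itself leaves it open. In replicates 2 to 4, macrophage markers in Het at day 14 were level with those in WT at day 21 (median log2 difference 0.075, 11 of 17 higher), while 39 of 40 ISR genes were higher (median 0.664), which argues against macrophages. Sex composition would act at day 8 as well, where the ISR median in replicates 2 to 4 was 0.074. At day 8 in all replicates 29 of 40 were higher (median 0.039, adjusted p = 0.0092 with limma's camera at the preset correlation, 0.917 with fry), so a small part of the rise may be there already. All 40 had a larger Het effect at the later days than at day 8 in replicates 2 to 4, which argues against sex composition as the whole source. An effect of sex that appears only with stage was not tested. A response that depends on the stage of the culture, which the paper links to collagen synthesis, remains as a hypothesis found and examined in the same data.

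Outside the Figure 6 markers, 3184 genes differed between Het and WT at days 14 and 21 (1425 higher and 1759 lower in Het). Of 100 regroupings, the real one included, 1 gave as many called genes, the real one (the largest other gave 2630), and swaps within replicate numbers gave at most 2863. With all libraries thinned to one depth 2456 genes were called, 2310 of them shared, and fold changes had a Spearman correlation of −0.081 with gene length. TMM called 2834 of the 3204 genes again. Neither depth, length nor scaling accounts for the number. Differences between pools remain open for much of it. Of the 7573 genes called in replicates 2 to 4 alone, 6618 had a mean of at least 20 counts in replicate 1. Of these, 56.9% had the same direction within replicate 1, against 54.6% of all 15649 tested genes with that mean, and of the 640 that changed over 2-fold 44.8% did. Many of these 7573 calls may therefore belong to the pools and not to the mutation. Over all replicates, 1775 genes with that mean were called with a change of over 20%. Of these, 70.7% had the same direction within replicate 1, but replicate 1 took part in those calls, so this share cannot settle the question.

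DNA of the donor strain around *Col1a2* is a candidate source for some calls. Of 54 tested genes within 10 Mb, 29.6% were called with a change of over 20%, against a median of 10.4% in 952 windows of that width and 16% at their 95th percentile. Among the 14 called genes there with a mean of at least 20 counts in replicate 1, 13 had the same direction within replicate 1 at days 14 and 21, but 8 did at day 8 in all replicates and 7 at day 8 within replicate 1. Over 1775 such genes of all chromosomes these shares were 70.7%, 87.8% and 45.9%. The genes near *Col1a2* thus kept their direction at day 8 in all replicates less often than called genes in general. This argues against linked variants acting alike at every stage as the source of all 14. Linked variants cannot be told apart from an effect of the mutation on neighbouring genes, because every Het library carries both. *Peg10* (log2 fold change −0.98) and *Asns* (0.67) are among them, *Peg10* chosen after its value was seen.

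Macrophage and osteoclast markers were higher in Het at days 14 and 21, with a median log2 fold change of 0.97 over 17 genes, 14 of them higher and 13 called (adjusted p = 1.22e-10 with limma's camera at the preset correlation). The list did not pass with the correlation estimated (adjusted p = 0.118 in limma's camera). *Cd68* and *Cd33* of this list are markers the paper names. Among the most abundant, *Lyz2* (RQ 2.79 in WT and 5.94 in Het), *Csf1r* (0.304 and 0.602) and *C1qa* (0.234 and 0.508) rose together, while *Ctsk* (0.898 and 0.825), which OBs or osteoclasts may also express, did not. These genes were chosen after their values were seen. In replicates 2 to 4, 14 of 17 were higher (median 1.34), and more macrophages in the Het pool of these replicates may explain it. Within replicate 1, 6 of 17 were higher over both days, but the days went apart, with 1 of 17 at day 14 (median −0.42) and 13 at day 21 (0.288), after 3 at day 8 (−0.299). With 1 library per genotype and day there, an effect of the mutation in every preparation cannot be told apart from a difference between pools.

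Chondrocyte markers were lower in Het, with a median log2 fold change of −0.761 over 9 genes, none higher and 2 called (adjusted p = 0.00143 with limma's camera at the preset correlation). Estimating the correlation left the list without a pass (adjusted p = 0.371 in limma's camera). With the replicate numbers paired as a block all 9 were called, with a median of −1.433. *Acan* and *Sox9* of this list are named by the paper, the latter for OBs. Within replicate 1 the lowest of the 9 values was −0.287, while in replicates 2 to 4 all lay between −2.47 and −1.02. By day, the replicate 1 medians were −0.109, −0.082 and 0.03 at days 8, 14 and 21. This argues against the mutation acting alike in every preparation, and fewer cartilage cells in the Het pool are a candidate explanation that was not tested further.

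NF-kB targets had a median log2 fold change of 0.47 over 23 genes, 20 of them higher and 12 called (adjusted p = 3.54e-13 with limma's camera at the preset correlation). Limma's camera with the correlation estimated gave these targets an adjusted p of 0.0703, which did not pass. Their median was −0.108 within replicate 1 and 0.594 within replicates 2 to 4. Within replicate 1, 5 of the 22 genes with a mean of at least 20 counts were higher at day 14 and 14 at day 21, so whether the rise is shared stays open, and the macrophage signal above runs parallel to it. The tRNA synthetases had a median of 0.219 over 20 genes, 19 of them higher and 15 called (adjusted p = 2.5e-16 with limma's camera at the preset correlation). Their list did not pass with the correlation estimated (adjusted p = 0.0626 in limma's camera). This list shares 10 genes with the ISR list and was higher within replicate 1 as well (median 0.154, 18 of 20 genes), mostly at day 21 (19 genes, against 10 at day 14). No explanation was tested for these lists by themselves.

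At day 8 no gene differed between Het and WT in edgeR's test at an adjusted p under 0.05 (1815 at an unadjusted p under 0.05). DESeq2's Wald test called 455, 249 higher and 206 lower in Het. In edgeR all 35 of 35 splits of the 8 libraries gave as many, which a count of 0 makes certain, so the splits decide nothing here. The gene lists, tested at day 8 after seeing the data, did differ. With limma's camera at the preset correlation 7 of 13 passed, with medians of 1.347 for macrophages and osteoclasts, −1.093 for chondrocytes, −0.831 for mature OBs, 0.12 for the cell cycle, 0.067 for muscle, 0.065 for NF-kB targets and 0.039 for ISR genes. With fry and with the estimated correlation 0 passed (3 each at an unadjusted p under 0.05). With the replicate numbers paired as a block, 282 genes were called, and without replicate 1 3429 were. Of these, 3183 had a mean of at least 20 counts in replicate 1, and 41.2% of them had the same direction within replicate 1, so differences between the pools of replicates 2 to 4 remain a candidate explanation here too.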

How the results depend on the processing

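Replicate 1 alone, the omission of replicate 1 in the list tests, and TMM and DESeq2's size factors in the list tests were chosen after seeing the data.

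The number of Figure 6 markers changed between Het and WT at days 14 and 21 stayed within 1.5 times of 17 in every setting, from 12 (day 14 only) to 20 (total count). It ranged from 15 to 18 when one replicate number was left out and from 14 to 19 when one library was. *Hspa9* and *Atf5* kept their calls in every setting with a test. Replicate 1 alone moved their ratios to 1.386 and 1.974, with no test. Markers called or lost in some settings were *Atf4*, *Creb3l1*, *Hspe1*, *Lonp1*, *Shmt2*, *Gpt2*, *Atf6*, *Lrp5*, *Bglap* and *Nupr1*. Over 30 marker results, 16 never changed, and the other 14 gave 27 reversed, 17 stronger and 25 weaker settings.

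The reversals were near a ratio of 1. *Hspa5* was 0.998 without *Mrfap1*, 0.9945 without *Sdha*, 0.9644 at day 14 only, and 0.976 to 1.071 with a replicate or library left out. *Hsp90b1* was 0.9945 without *Mrfap1*, 0.99 without *Sdha*, 0.9884 at day 14 only, and 0.9709 to 1.048 with a replicate or library left out. None of these passed the rule. *Acta2* was −0.015 (log2) at day 21 only, and *Pecam1* ranged from −0.225 to 0.002 with a replicate left out.

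For day 21 against day 14, the main count of 3 markers became 6 in WT only, 1 in Het only and 6 with the replicate block. *Col1a1* rose 6.054-fold from day 8 in replicate 1 alone (6.387 in WT and 5.739 in Het), further than the spread between replicates. The cause was not tested.

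Counts of genes moved more. Het against WT at days 14 and 21 (3204) gave 5102 with DESeq2's Wald test, 5058 with replicate 1 against the others as a covariate, 1303 without the day covariate, 34 at day 14 only and 367 at day 21 only. It gave 139 to 7573 with a replicate left out. At day 8 (0, with 1815 at an unadjusted p under 0.05) the counts were 455 with DESeq2's Wald test, 282 with the replicate block, 700 with the covariate and 0 to 3429 with a replicate left out. The interaction (36) gave 95 with the Wald test, 19 at 10 counts or more in every library, 66 with the replicate block, 71 with the covariate and 0 to 929 with a replicate left out. Day 21 against day 14 (3820) ranged from 1696 to 5568 with a replicate left out, and days 14 and 21 against day 8 (11877) from 9499 to 13761. Why the covariate and the block gave larger counts was not tested.

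TMM changed the share of higher genes from 45% to 64% between genotypes, from 69.9% to 50.2% between stages and from 69.2% to 53.8% between days 21 and 14.

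Of the 13 gene lists, 7 passed with the preset correlation and 1, the ISR list, with the estimated one. Across 52 gene results, 27 never changed and the others gave 2 reversed, 13 stronger and 69 weaker settings. The 13 list results gave 4 stronger and 6 weaker settings. Beyond the counts above, the replicate block, which pairs the libraries, brought calls to *Ibsp* (−0.56 on the log2 scale), *Dmp1*, *Acan* and the muscle list, and changed no other call among the named genes and lists between Het and WT at days 14 and 21. It raised the number of called genes from 2 to 9 on the chondrocyte list and from 2 to 8 on the mature OB list. Precision was lowest for transcripts with few counts, such as *Pecam1* and *Clec3b*, for which no difference could be resolved.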

Differences from the paper's values

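No test in this part was chosen only after the result was seen. No RQ read from Figure 6 differed from the computed one by more than the SD of the computed RQ and 1.5 times, on the scale of its panel. For panels D and E the computed values were first multiplied by the median ratio of figure to computed values in that panel. A difference shared by a whole panel could therefore not show there.

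Figures 6D and 6E are on another scale. The values in the figure were a median of 2.14 and 3.97 times the RQ computed from the counts in these panels, against 0.995, 1.01, 1.0 and 1.08 in panels A, B, C and F. *Cyb5r1* in Het was about 0.42 in Fig. 6D, read by eye, against an RQ of 0.179 (0.384 on the scale of the panel), and *Hspd1* in Het was about 1.6 in Fig. 6E against 0.387 (1.54 on the scale of the panel). Ratios of Het to WT do not depend on this scale.

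The paper places the change of *Creb3l1* under its bar of 20% and leaves it unmarked. Here it was 21.2% over 8 libraries per genotype and passed the rule (exact permutation p = 0.00218, two-sided). Of the alternatives set before the data were examined, it was under the bar without *Mrfap1* (1.198), at day 14 only (1.18), without replicate 1 (1.15), and without the day 14 (1.18) or the day 21 (1.19) WT library of replicate 1 or the Het day 14 library of replicate 2 (1.19).

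The paper marks *Atf4* as changed in Figure 6B, while its Discussion, citing that panel among others, counts *Atf4* as not significantly raised in Het OBs. Its ratio here, 1.198, was under the bar. It passed with TMM (1.24), DESeq2's size factors (1.24), the total count (1.27), without *Actg1* (1.202) or *Actb* (1.215), without replicate 1 (1.202), and without single libraries: WT day 14 replicate 1 (1.205), WT day 21 replicates 2 (1.216) or 3 (1.214), Het day 14 replicates 1 (1.23) or 4 (1.202), and Het day 21 replicates 2 (1.213) or 4 (1.208).

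The paper marks *Hspe1* in Figure 6E, where the ratio here was 1.18 with an exact permutation p of 0.0962 (two-sided). It passed with the total count (1.26), without replicate 1 (1.30) and without the Het day 14 library of replicate 1 (1.23). The paper marks *Atf6* as not significant in Figure 6C, and here its exact permutation p was 0.00839 with a change of 15.4%, under the bar. With the total count as the scale its ratio was 1.23, over the bar.

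The paper describes the variation between its experiments as no larger than that between wells of one. The labels do not name the experiment. Here the distance of replicate 1 to the others had a median of 1.00 (root mean square log2 difference) against 0.42 among replicates 2 to 4.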

Other observations

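Chosen only after the result was seen were the tests of sex and of the mature OB markers.

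Y-linked transcripts were lower in Het. For *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, the Het to WT ratios at the 3 days were 0.419 to 0.585 in replicates 2 to 4 and 0.445 to 0.91 in replicate 1. At days 8, 14 and 21, *Xist* had ratios of 1.28, 1.03 and 1.13 in replicates 2 to 4 and of 1.52, 0.813 and 1.39 in replicate 1. Different shares of male pups in the pools are a candidate explanation, but the Y-linked ratios that raised it cannot also test it. *Xist* was higher in Het at days 8 and 21, but nearly level at day 14 in replicates 2 to 4 and lower in replicate 1, so it leaves the explanation open. The paper does not give the sex of the pups.

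Markers of mature OBs and osteocytes were lower in Het at days 14 and 21, with a median log2 fold change of −0.538 over 11 genes, 1 of them higher and 2 called (adjusted p = 0.00257 with limma's camera at the preset correlation). Estimating the correlation left these markers without a pass as a list (adjusted p = 0.218 in limma's camera). With the replicate numbers paired as a block 8 were called, with a median of −0.562, and the median within replicate 1 was −0.229. In replicates 2 to 4, chondrocyte markers had a median of −1.921, while 14 of 17 macrophage and osteoclast markers were higher. A smaller share of OBs need not raise each of the other cell types. These values therefore cannot decide whether Het cultures held a smaller share of OBs. Delayed maturation cannot be told apart from a direct effect. Genes that rise over 4-fold in WT from day 8 had a median Het effect of 0.293 at the later days and −0.155 within replicate 1, with 42.4% and 66% of them lower.

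*Avil* shares exonic sequence with *Tsfm*, which rose as well (log2 fold change 0.67, adjusted p = 0.00141 in edgeR's test). The rise of *Tsfm* in RQ was 13.7% of that of *Avil*, which argues against shared reads as the source of the *Avil* result.

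Of 100 regroupings, the real one included, 1 gave as many genes between days 14 and 21 and day 8 (the largest other 2331), and 1 between day 21 and day 14 (the largest other 1533). Swaps within replicate numbers gave at most 4925 and 1427.

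The other lists did not pass with limma's camera at the preset correlation: muscle (adjusted p = 0.080, median log2 0.125, 6 of 8 genes higher), mitochondrially encoded genes (0.121, −0.318, none of 13 higher), the cell cycle (0.16, 0.048, 13 of 15 higher), adipocytes (0.812, −0.146, 2 of 4 higher) and endothelium (0.898, −0.144, 1 of 5 higher). Some passed in other settings. The mitochondrially encoded genes passed with TMM and with DESeq2's size factors, and the cell cycle passed without replicate 1, settings chosen after seeing the data. Muscle passed with the replicate block, which also raised the called genes from 1 to 2 each for muscle and endothelium and called 2 genes of the adipocyte list. The cell cycle genes moved apart between preparations, with 15 of 15 higher in replicates 2 to 4 and 0 of 15 within replicate 1, a split without a test.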
